# Transcriptional dynamics orchestrating the development and integration of neurons born in the adult hippocampus

**DOI:** 10.1126/sciadv.adp6039

**Published:** 2024-07-19

**Authors:** Natalí B. Rasetto, Damiana Giacomini, Ariel A. Berardino, Tomás Vega Waichman, Maximiliano S. Beckel, Daniela J. Di Bella, Juliana Brown, M. Georgina Davies-Sala, Chiara Gerhardinger, Dieter Chichung Lie, Paola Arlotta, Ariel Chernomoretz, Alejandro F. Schinder

## Abstract

The adult hippocampus generates new granule cells (aGCs) with functional capabilities that convey unique forms of plasticity to the preexisting circuits. While early differentiation of adult radial glia-like cells (RGLs) has been studied extensively, the molecular mechanisms guiding the maturation of postmitotic neurons remain unknown. Here, we used a precise birthdating strategy to study aGC differentiation using single-nuclei RNA sequencing. Transcriptional profiling revealed a continuous trajectory from RGLs to mature aGCs, with multiple immature stages bearing increasing levels of effector genes supporting growth, excitability, and synaptogenesis. Analysis of differential gene expression, pseudo-time trajectory, and transcription factors (TFs) revealed critical transitions defining four cellular states: quiescent RGLs, proliferative progenitors, immature aGCs, and mature aGCs. Becoming mature aGCs involved a transcriptional switch that shuts down pathways promoting cell growth, such SoxC TFs, to activate programs that likely control neuronal homeostasis. aGCs overexpressing *Sox4* or *Sox11* remained immature. Our results unveil precise molecular mechanisms driving adult RGLs through the pathway of neuronal differentiation.

## INTRODUCTION

The hippocampus is involved in processing spatial representations and plays multiple functions in regard to memory acquisition, storage, and retrieval (*1*, *2*). The dentate gyrus is the primary gateway for information coming from the entorhinal cortex to the hippocampus. It bears an architecture with unique dynamics due to the presence of radial glia-like cells (RGLs), which continuously generate new neurons that integrate in the preexisting networks (*3*–*5*). Adult-born granule cells (aGCs) provide a substrate for the plasticity of perforant-path to granule cell (GC) synapses (dentate input) as well as for mossy fiber to CA3 connections (output) (*6*–*9*). Such intensive circuit remodeling is crucial for the fine discrimination of similar experiences (*10*–*12*).

In the mouse brain, developing aGCs display distinct functional characteristics until they become mature after >8 weeks, a time course that is known to last several months in primates (*3*, *13*). The maturation of functional properties over time involves reduction of membrane resistance, expression of voltage-gated channels, afferent and efferent synaptogenesis, and switch of γ-aminobutyric acid (GABA)–mediated signaling from excitation to inhibition (Fig. 1A). At 4 weeks, aGCs display a transient period of enhanced excitability and susceptibility to activity-dependent synaptic plasticity. This period represents a crucial contribution of neurogenesis to circuit remodeling and information processing in the dentate gyrus (*6*, *8*, *9*, *14*–*22*). Once mature, aGCs are functionally indistinguishable to GCs born during perinatal development (*23*, *24*). Each step of neuronal differentiation is precisely shaped by the activity and physiological conditions of local dentate networks. Behaviors that increase the dentate activity such as exercise, environmental enrichment, or spatial learning exert positive modulatory effects, while conditions that alter the adult neurogenic niche such as aging, inflammation, or neurodegeneration are typically detrimental for neurogenesis (*4*). The molecular mechanisms controlling the transitions throughout aGC development and their modulation remain unknown.

**Fig. 1.**
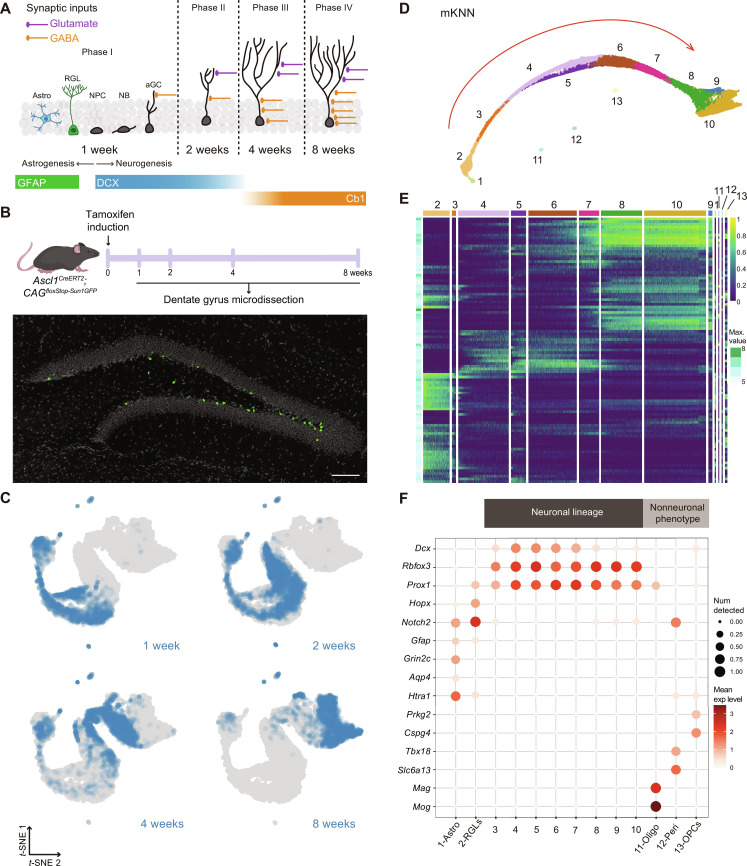
Transcriptional dynamics of neuronal cohorts born in the adult dentate gyrus. (**A**) Scheme of new neurons development in the adult hippocampus. Phase I: Radial glia-like cells (RGLs) generate astrocytes (Astro) or neural progenitor cells (NPCs). New granule cells (aGCs) receive depolarizing GABAergic inputs. Phase II: aGCs acquire glutamatergic contacts. Phase III: Period of enhanced excitation/inhibition balance. Phase IV: GABAergic inhibition matures and excitability decreases (*87*). Glial fibrillary acidic protein (GFAP) expression denotes astrocytic lineage. DCX and Calb1 denote neuronal lineage. (**B**) Experimental design. *Ascl1^CreERT2^;CAG ^floxStop-Sun1/sfGFP^* mice received tamoxifen (TAM) injections. Dentate gyri were microdissected at the indicated time points. Image depicts a dentate gyrus with Sun1/sfGFP-labeled nuclei from 2-week-old aGCs. Scale bar, 100 μm. (**C**) *t*-Distributed stochastic neighbor embedding (*t*-SNE) for individual cohorts collected 1, 2, 4, and 8 weeks after labeling. (**D**) Mutual *k*-nearest neighbor (mKNN; *k* = 40) graph displaying 13 clusters. Red arrow denotes the path followed by adult neurogenesis. (**E**) Heatmap showing the normalized expression for 100 genes with highest variability (table S1). Numbers and colors correspond to clusters in (D). Maximal expression is shown on the left (Max. value). Scale on the right denotes mean expression level. (**F**) Dot plot exhibiting canonical markers. Pericyte (Peri): *Tbx18* and *Slc6a13*; oligodendrocyte (Oligo): *Mag* and *Mog*; oligodendrocyte progenitor (OPC): *Prkg2* and *Cspg4*; astrocyte (Astro): *Grin2c*, *Aqp4*, and *Htra1*; RGL: *Gfap*, *Hopx*, and *Notch2*; neurons: *Dcx*, *Rbfox3*, and *Prox1*. Scales on the right correspond to log_2_(mean gene expression) and dot size for expressing fraction of nuclei. All data correspond to dataset 1.

Recent studies have exploited the power of single-cell transcriptomics to provide comprehensive descriptions of the initial stages of adult neurogenesis, thus identifying RGLs with distinct potential for self-renewal and differentiation (*25*, *26*). Additional work has strengthened the long-standing notion that RGLs generate intermediate neural progenitor cells (NPCs) with high proliferating capacity, which then transition to postmitotic neuroblasts (*27*). Later steps of neuronal differentiation have been inferred after studying dentate gyrus cells isolated from postnatal and adult mice (*28*). However, the progression from RGL to mature neuron in the adult hippocampus has never been studied.

Here, we put forward the hypothesis that developmental transitions respond to distinctive molecular programs that are sequentially activated in aGCs. To capture all intermediate stages through the pathway of aGC differentiation, we labeled defined neuronal cohorts at different ages in vivo (from 1- to 8-week-old cells) and performed single-nucleus RNA sequencing (snRNA-seq), generating two independent datasets. The high specificity and temporal resolution of these datasets enabled us to reveal the profile of immature and mature aGCs. Unsupervised algorithms identified 10 clusters that assembled into a linear developmental trajectory. This continuous pathway was reflected in the transcriptional dynamics of effector genes including pathfinding and cell-adhesion molecules, ion channels, neurotransmitter receptors, and components of the synaptic machinery. Analysis of differential gene expression, pseudo-time trajectory, and transcription factors (TFs) revealed critical transitions defining four cellular states: quiescent neural stem cells, proliferative progenitors, postmitotic immature aGCs, and mature aGCs. The passage from immature to mature aGCs involved a transcriptional switch that shuts down TFs promoting cell growth and synaptogenesis and turned on the expression of pathways limiting growth and controlling homeostasis. The shutdown of *SoxC* genes emerged as a crucial event to achieve maturation. Supporting this hypothesis, overexpression of *Sox4* or *Sox11* maintained developing aGCs in a persistent immature phenotype. Overall, our work uncovers a molecular continuum underlying neuronal differentiation in the adult hippocampus, assigning specific transcriptomic profiles to the individual stages, revealing master regulator TFs and the effector molecules that convert those programs into neuronal function.

## RESULTS

### Transcriptomic profiling of adult neurogenesis with high temporal resolution

To profile neurogenesis in the adult mouse hippocampus, we used a strategy to isolate developing cells derived from RGLs expressing the proneural gene *Achaete-scute homolog 1* (*Ascl1*) (*25*, *29*, *30*). Young-adult *Ascl1^CreERT2^;CAG^floxStopSun1sfGFP^* mice were used to induce the expression of Sun1-sfGFP in the nuclear membrane of RGLs and permanently label their progeny upon tamoxifen (TAM) administration (Fig. 1B and fig. S1A) (*31*). This birthdating tag enabled a comprehensive analysis of the entire process encompassing neuronal differentiation and functional maturation. A first dataset was built using fluorescence-activated cell sorting (FACS)–sorted nuclei obtained from dentate gyri microdissected at 1, 2, 4, and 8 weeks after induction (cohorts w1 through w8). High-throughput *s*nRNA-seq carried out using Chromium 10x Genomics 3′ end sequencing technology rendered 14,367 profiles with a median of 2994 genes per nucleus belonging to all four cohorts (fig. S1, B to E). 

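Dataset 1 holds 4 libraries of nuclei sorted from the dentate gyrus, 1 for each of w1, w2, w4 and w8 after induction of Cre recombination, and each library pools 4 mice of both sexes. The authors deposited whole UMI counts per gene and nucleus, counted on GRCm38 over exons and introns, for 45706 features. They also deposited a table of log2 expression for 13353 genes, with the library, the cluster and the pseudo-time of each nucleus, in which counts were divided by scran size factors and 1 was added before the log. The count files held 17046 barcodes, and 14367 of them had a column in that table. The nuclei kept were 2867 in w1, 4243 in w2, 3831 in w4 and 3426 in w8. Over all kept nuclei the median was 2440 detected features and 5671 UMIs. By library, the median number of UMIs rose from 4369 in w1 through 5053 in w2 and 6239 in w4 to 7703.5 in w8, and the median number of features from 2092 through 2419 and 2493 to 2728.5. The summed depth of the kept nuclei lay between 13227971 UMIs in w1 and 28595331 in w8. Counting all 16937 barcodes that pass the stated filters gave a median of 2470 features, and counting only the genes of the expression table, the choice that moved it most, gave 2210. Because each week is 1 pool, no difference between weeks has a replicate, and the exact 95% intervals given for shares and levels cover counting error only. For tests between clusters, raw UMI counts were summed per library and deposited cluster. The 29 sums of trajectory clusters and astrocytes with at least 10 nuclei entered 1 edgeR quasi-likelihood fit with cluster and library as terms and 16 residual degrees of freedom, and 13513 genes were tested. A gene counted as changed at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05. The clusters were defined by the authors on the same expression values, so the p-values describe how the clusters differ and are not independent evidence that they exist.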

Plotting dataset 1 using *t*-distributed stochastic neighbor embedding (*t*-SNE) revealed that nuclei from the distinct cohorts formed a continuous sequence organized by neuronal age (Fig. 1C). 

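The order by cohort could be read from pooled UMI counts of markers without any embedding. Markers of immature neurons (Dcx, Sox4, Sox11, Igfbpl1, Calb2, Tac2 and Elavl2) made up 2284 CPM in w1 (Poisson interval 2258 to 2310), 1719 in w2, 415 in w4 and 84.8 in w8. Markers of mature neurons (Calb1, Icam5, Tenm1, Grin2a and Ntng1) took the opposite course, from 268 CPM in w1 and 633 in w2 to 3591 in w4 and 5034 in w8. Grin2a made up most of this sum, with 190 CPM in w1 and 3507 in w8. Calb1, Icam5 and Tenm1 also rose at each step, but Ntng1 fell from 28.3 in w1 to 11.6 in w2 before it rose. The paper names these genes as markers of clusters in the same libraries, so they do not test the order independently. Counted per nucleus, the alternative that moved the course most, immature markers went from 10.5 UMIs in w1 to 0.708 in w8 and mature markers from 1.24 to 42.0.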

Considering a mutual *k*-nearest neighbor graph (mKNN; *k* = 40), we used an unsupervised clustering procedure (Louvain) to group nuclei into communities (*32*). This initial unsupervised partition was further refined and revealed 13 clusters (Fig. 1D). Clusters #1 through #10 seemed to constitute a linear developmental trajectory, while clusters #11, #12, and #13 appeared separated from each other and distant from the main pathway. 

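Correlation of the mean log2 expression of clusters, taken across genes, which are not independent replicates, placed most neighbours of this sequence next to each other. NB1 was closest to NB2 (Pearson's r = 0.967), GCimm1 to GCimm2 (r = 0.936) and GCyoung to GCmat1 (r = 0.982). GCmat2 was closest to GCyoung (r = 0.952), ahead of GCmat1 (r = 0.949). NPC lay about equally far from NB1 (r = 0.775) and from RGL (r = 0.773). For the 3 separated clusters, under the authors' names, the highest r with any other cluster was 0.562 for pericytes, 0.463 for oligodendrocytes and 0.595 for oligodendrocyte precursor cells.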

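Marker lists fixed before the counts were read were compared with the deposited clusters by the CPM of each gene. All 12 genes of the astrocyte list, all 18 of the NPC list, all 8 of the oligodendrocyte list and all 7 of the oligodendrocyte precursor list were highest in the cluster of that name. The RGL list had 13 of 16 genes highest in RGL, the NB2 list 7 of 8 in NB2, the GCimm2 list 11 of 15 in GCimm2 and the GCmat2 list 11 of 13 in GCmat2. For GCimm1 and GCmat1 it was 7 of 12 each. Genes of the list for both neuroblast clusters were spread, with 4 of 13 highest in NB1 and 3 in NB2. Several lists hold genes that the authors' tables report for these libraries, so they do not test the partition independently.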

All clusters displayed individual signatures that supported the definition of the unsupervised partitions (Fig. 1E and table S1). The identity of each cluster was determined by the expression of canonical markers. 

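Clusters NPC through GCmat2 held 12677 of the 14367 nuclei, or 88.2% (Clopper-Pearson interval 87.7 to 88.8%). Rbfox3 (ENSMUSG00000025576), on chromosome 11 of GRCm38 from 118489762 to 118911597, had a UMI in between 72.5% of nuclei in NPC and 97.6% in GCmat1. In oligodendrocytes, which should lack it, a UMI of Rbfox3 was found in 2.22% of nuclei at a median depth of 4801 UMIs per nucleus, against 4278 in NPC and 8138 in GCmat1. Prox1 (ENSMUSG00000010175; chromosome 1, 190118035 to 190170714) rose from 205 CPM in RGL and 311 in NPC to 867 in NB1, and stood at 321 in GCmat1. It was also read at 200 CPM in oligodendrocytes. Dcx (ENSMUSG00000031285; chromosome X, 143855842 to 143933311) was highest in NB1 at 455 CPM, then fell through 321 in GCimm1, 215 in GCimm2 and 80.9 in GCyoung to 31.4 in GCmat1.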

The majority of cells (about 88% of dataset 1) were distributed in partitions #3 through #10 that belonged to the neuronal lineage and were identified by the expression *Rbfox3* (*NeuN*, panneuronal marker), *Prox1* (aGCs), and doublecortin (*Dcx*, immature neurons; Fig. 1F).

Because of their common ancestry, astrocytes and RGLs display similar transcriptional profiles that include *Gfap*, *Notch2*, and *HopX* (*33*). However, the comparison of differentially expressed genes (DEGs) revealed transcripts typically associated with astrocytic expression in cluster #1: *Glul* and *Htra1*. In addition, this analysis highlighted up-regulated RGL markers in cluster #2: *Sox5*, *Thrsp*, and *Lpar1* (tables S2 and S3). Moreover, the restricted expression of *Grin2c*, *Aqp4*, and *Htra1* identified cluster #1 as astrocytes and cluster #2 as RGLs (Fig. 1F) (*28*, *34*).

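Between astrocytes and RGL, 1295 genes changed in the 3 libraries that hold both clusters, 644 higher and 651 lower in RGL. The difference of mean log2 expression per nucleus, averaged over libraries, which is close to the scale of Table S3, moved this count most and gave 243. Leaving out w1 gave 813. Scaling also mattered here, since the median log2 change of all genes was 0.27 with TMM, 0.07 with RLE factors and -0.00 with DESeq2, and the split became 455 higher and 854 lower with RLE and 318 and 890 with DESeq2. Glul (ENSMUSG00000026473; chromosome 1, 153899944 to 153909723) was lower in RGL by a log2 change of -2.48 (standard error 0.22, adjusted p = 3.5e-13 from the edgeR test), with 749 CPM in astrocytes and 129 in RGL. For Htra1 (ENSMUSG00000006205) the log2 change was -2.41 (standard error 0.20, adjusted p = 3.4e-14). The shared markers were not level: Gfap was lower in RGL (log2 change -0.77, adjusted p = 0.047), while Notch2 (1.76) and Hopx (2.59) were higher.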

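All 3 genes were higher in RGL in each of the 3 libraries. Sox5 (ENSMUSG00000041540) had a log2 change of 0.87 (standard error 0.19, adjusted p = 5.0e-04) and Thrsp (ENSMUSG00000035686) of 1.71 (standard error 0.22, adjusted p = 1.9e-08). No UMI of Lpar1 (ENSMUSG00000038668; chromosome 4, 58435255 to 58553898) was found among 335189 UMIs of astrocyte nuclei, against 1000 UMIs in RGL. Setting 3 counts over the astrocytes as the limit of that 0 puts the ratio above 18.3. Lpar1 was read at 777 CPM in #11 and 401 in oligodendrocytes, more than the 164 of RGL.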

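Grin2c (ENSMUSG00000020734; chromosome 11, 115249169 to 115267243) had a UMI in 67.2% of astrocytes and in 1.08% of RGL nuclei, at median depths of 4670 and 4091 UMIs per nucleus. No other cluster exceeded the RGL share. Its log2 change from astrocytes to RGL was -6.71 (standard error 0.43, adjusted p = 1.7e-17). Aqp4 (ENSMUSG00000024411) had a UMI in 32.8% of astrocytes and in 5.98% of RGL nuclei, and its log2 change was -2.74 (adjusted p = 8.0e-07). The Htra1 signal was less confined, with a UMI in 86.6% of astrocytes but also in 32.5% of RGL nuclei and 29.0% of oligodendrocyte precursor cells. In #11, which the authors named pericytes, the share was 28.3%.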

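The 3 clusters apart from the trajectory held 236 nuclei, 60 in #11, 45 in #12 and 131 in #13. Tbx18 (ENSMUSG00000032419) was read at 313 CPM in #11 and Slc6a13 (ENSMUSG00000030108) at 648, in 68.3% and 75.0% of its nuclei. In RGL, the nearest cluster by expression, neither gene had a UMI. Of 8 genes listed beforehand for vascular leptomeningeal cells, which also surround vessels, all 8 were highest in #11, led by Cped1 with 2322 CPM and Ranbp3l with 2009. Of 7 genes listed for pericytes 4 were highest there, Pdgfrb stood at 101 CPM, and no UMI of Rgs5 or Higd1b was found. Mag (ENSMUSG00000036634) reached 883 CPM and Mog (ENSMUSG00000076439) 1999 in #12, where Mog had a UMI in every nucleus. Mog was also read at 19.7 CPM in NB1 and 21.2 in GCimm1, while RGL had 1.31. In #13, Prkg2 was read at 182 CPM and Cspg4 at 348, in 58.0% and 72.5% of nuclei, and in NB1 no UMI of Prkg2 and 3 of Cspg4 were found.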

Clusters #11, 12, and 13 encompassed nonneuronal cells that included pericytes expressing *Tbx18* and *Slc6a13* (#11), oligodendrocytes expressing *Mag* and *Mog* (#12), and oligodendrocyte precursor cells expressing *Prkg2* and *Cspg4* (#13). 

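Cluster #11 made up 0.418% of all nuclei (Clopper-Pearson interval 0.319 to 0.537%). Its 60 nuclei were 18 of w1, 40 of w2, 2 of w4 and none of the 3426 nuclei of w8, where a count of 0 allows a share of up to 0.0876%.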

Pericytes have not been reported as Ascl1 lineage, and their scarce representation in the entire dataset (~0.4%) suggests either a transient expression of Ascl1 in this population or a leaky expression of the CreERT2 recombinase. In contrast, oligodendrocyte progenitors were shown to activate Ascl1 (*35*). Therefore, the indelible labeling used here was expected to tag the oligodendrocytic progeny.

Both the *t*-SNE and mKNN graphs indicated that aGCs follow a developmental continuum encompassing nine stages through neuronal maturation (Fig. 2A). While unsupervised clustering relied entirely on transcriptional profiles, nuclei followed a linear track ordered by neuronal age in the mKNN graphs (Fig. 2, B and C, and fig. S1, F and G). 

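The deposited pseudo-time, which the authors computed from expression alone, gave cohort medians of 12.6 in w1, 16.0 in w2, 26.0 in w4 and 30.0 in w8, in its own arbitrary units. Cohorts overlapped, with quartiles of 10.2 and 13.8 in w1, 13.2 and 17.8 in w2, 18.8 and 27.8 in w4 and 29.5 and 30.4 in w8.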

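Repeating the clustering on the deposited log2 values, without the genes reported here, gave 18 communities. Each was named after the deposited cluster that held most of its nuclei, so part of the agreement in names is built in. Under these names 87.6% of nuclei were in a community named as their deposited cluster, and all 13 clusters had a community. The adjusted Rand index, which does not use the names and is 1 for identical partitions, was 0.497. The share of nuclei with the same name depended on the settings. Over 10 random seeds it ranged from 80.2 to 88.9%, and at 1 depth of 2000 UMIs per nucleus it fell to 77.3%. Over the seeds NB2 took between 0 and 17.4% of w1, NB1 between 39.7 and 72.6% of w1 and GCimm1 between 29.0 and 60.7% of w2.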

Clusters belonging to the neuronal lineage (*Rbfox3^+^* and *Prox1^+^*) followed a developmental sequence containing NPCs, neuroblasts (NB1 and NB2), immature neurons (GCimm1 and GCimm2), young neurons (GCyoung), and mature GCs (GCmat1 and GCmat2). NPCs were recognized by the expression of *Eomes*, *Top2a*, *Neil3*, *Cdk6*, *Lockd*, *Mcm6*, and *Pola1*, revealing cell cycle activity (Fig. 2D and fig. S5A). 

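All 7 genes were higher in NPC than in RGL in each of the 3 libraries with both clusters. Eomes (ENSMUSG00000032446; chromosome 9, 118478212 to 118486132) rose most, by a log2 change of 7.55 (standard error 0.45, adjusted p = 3.4e-18), from 0.820 CPM in RGL to 223 in NPC. Top2a (ENSMUSG00000020914; chromosome 11, 98992943 to 99024189) rose by 5.87 (standard error 0.33, adjusted p = 1.5e-19). Log2 changes of the other 5 genes were 5.95 for Neil3, 5.27 for Lockd, 2.85 for Mcm6, 2.50 for Pola1 and 1.85 for Cdk6. A UMI of Top2a was found in 39.3% of NPC nuclei and in 1.08% of RGL nuclei, at median depths of 4278 and 4091 UMIs.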

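Elavl2 rose from RGL to NPC by a log2 change of 3.46 (standard error 0.18, adjusted p = 1.5e-21) and Igfbpl1 by 3.24 (standard error 0.30, adjusted p = 7.4e-13). Sox4 rose by 2.46 and Sox11 by 2.15. Elavl2 reached its maximum in NPC, at 1078 CPM, whereas Sox11 stood at 232 in NPC and at 671 in NB1.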

The presence of *Elavl2*, *Igfbpl1*, *Sox4*, and *Sox11* indicated that neuronal determination has already occurred in this early state. Neuroblasts lacked genes involved in cell cycle and expressed immature neuronal markers including *Calb2*, *Dcx*, *Rgs6*, *Sox4*, *Sox11*, and *Tac2*, constituting the first postmitotic stage of neuronal differentiation. 

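All 7 NPC genes tested above, Eomes among them, fell from NPC to NB1, between Pola1 (log2 change -2.35) and Neil3 (adjusted p = 9.1e-21). Neil3 had 2 UMIs among the 10898324 of NB1 and 242 among the 899910 of NPC, a ratio of 1465 (counting interval 401 to 12169). Of the immature markers, Rgs6 (ENSMUSG00000021219) rose most (7.24, adjusted p = 3.7e-18), followed by Calb2 (4.09), Sox11 (1.80), Dcx (1.56) and Tac2 (1.43, adjusted p = 0.015). Sox4 did not pass the thresholds (0.32, adjusted p = 0.21). It was read at 273 CPM in NPC and 274 in NB1.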

Clusters that followed in the pathway, GCimm1 and GCimm2, shut down *Calb2* and *Elavl2* and expressed *Dcx*, *Sox11*, *Igfbpl1*, *Rgs6*, *Camk4*, and *Chd5*. 

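The fall of Calb2 and Elavl2 came in steps. Calb2 (ENSMUSG00000003657) was not past the thresholds from NB1 to GCimm1 (log2 change -0.52, adjusted p = 0.027, below the fold change required) and fell from GCimm1 to GCimm2 (-1.89, standard error 0.22, adjusted p = 1.4e-09), with 152, 109 and 24.1 CPM in NB1, GCimm1 and GCimm2. Elavl2 fell at both steps, by -2.05 and -1.14. Dcx, Sox11 and Igfbpl1 did not change from NB1 to GCimm1 (-0.27, -0.14 and -0.19). Rgs6, Camk4 and Chd5 rose there, by 2.16, 2.29 and 1.21, and neither Camk4 (0.31) nor Chd5 (0.34) changed further in GCimm2.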

GCyoung showed diminished expression of immature neuronal markers and enhanced levels of *Calb1*, *Icam5*, *Tenm1*, and *Grin2a.* Last, clusters belonging to mature neuronal phenotypes GCmat1 and GCmat2 had completely shut off all immature markers and expressed *Ntng1*.

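From GCimm2 to GCyoung, Calb1 rose by a log2 change of 2.23, Grin2a by 1.84, Icam5 by 1.22 and Tenm1 by 1.10. Ntng1 (ENSMUSG00000059857; chromosome 3, 109780040 to 110144011) rose by 3.77 (standard error 0.38, adjusted p = 2.1e-11) at this step and by a further 1.51 (adjusted p = 1.6e-05) from GCyoung to GCmat1, from 6.15 CPM in GCimm2 to 76.8, 391 and then 710 in GCmat2. Immature markers continued to fall from GCyoung to GCmat1, Igfbpl1 by -2.59, Rgs6 by -1.22, Dcx by -1.07 and Sox11 by -0.88. In GCmat1 nuclei, 20.6% still had a UMI of Dcx and 36.1% one of Rgs6, against 4.44% and 2.22% of oligodendrocytes, at median depths of 8138 and 4801 UMIs.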

**Fig. 2.**
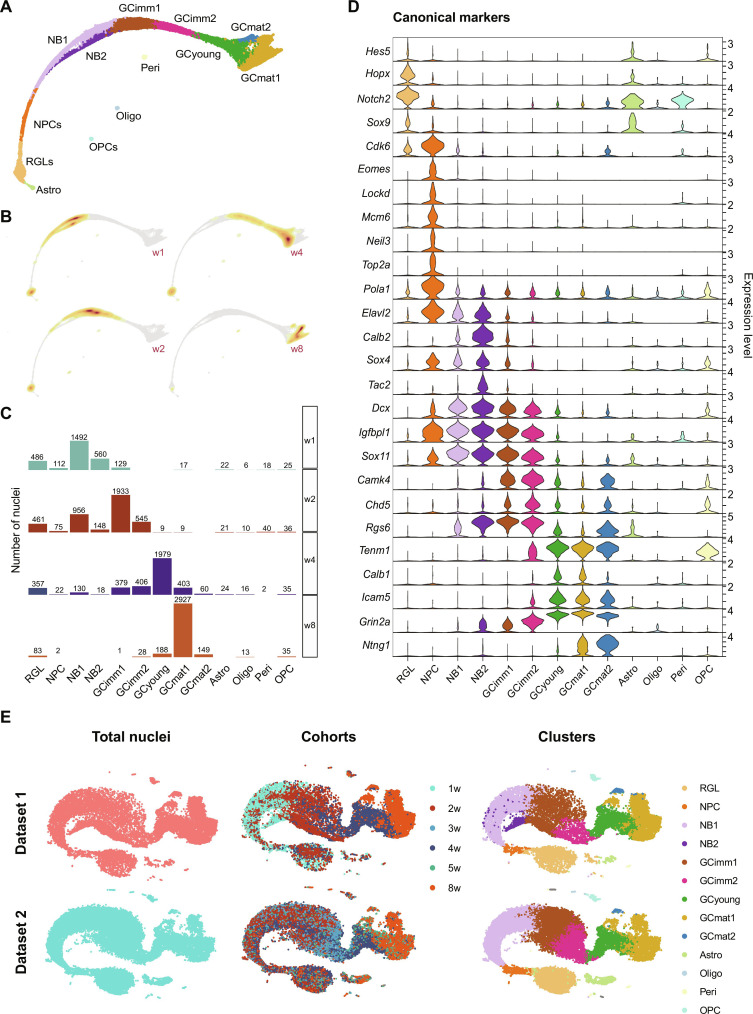
Timing and complexity of adult neurogenesis revealed by molecular profiling. (**A**) mKNN graph displaying cluster identity based on the expression of canonical genes: RGL, NPC, NB (neuroblast), GCimm (immature aGC), GCyoung (young aGC), GCmat (mature aGC), Astro, OPC, Oligo, and Peri. (**B**) Nuclei distribution for each cohort along clusters. (**C**) Progression of each cohort and their localization over the mKNN graph. Nuclei density is indicated by the yellow (low) to red (high) gradient. (**D**) Violin plots showing the expression level of canonical marker genes for the defined clusters. All data in the figure correspond to dataset 1. (**E**) *t*-SNE visualizations for the integration of datasets 1 and 2 (pink and turquoise, respectively, left panels), color-coded by cohort (middle panels) and by cluster (right panels).

The cohort analysis allowed to define the time course for cluster onset (Fig. 2C and fig. S1G). RGLs were detected at early time points and declined sharply in w8, in line with a depletion of the *Ascl1*-expressing stem cell pool bearing limited proliferative capacity and self-renewal (*25*, *30*). 

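RGL made up 17.0% of w1 nuclei (Clopper-Pearson interval 15.6 to 18.4%), 10.9% of w2 (9.94 to 11.8%), 9.32% of w4 (8.42 to 10.3%) and 2.42% of w8 (1.93 to 2.99%). Astrocytes made up 0.767% of w1 (0.482 to 1.16%), 0.495% of w2 (0.307 to 0.756%) and 0.626% of w4 (0.402 to 0.931%), so these 3 shares differed by less than the counting error. No nucleus of w8 was an astrocyte, which allows a share of up to 0.0876%.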

The observation of a similar size of the cluster #1 population at distinct time points, as opposed to the gradual decrease of RGLs, suggests that the astrocytic partition is a rather pure one. NPCs were scarce, as expected, based on their fast division and differentiation and mostly present in w1 and w2. 

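NPC accounted for 3.91% of w1 nuclei (interval 3.23 to 4.68%) and 1.77% of w2 (1.39 to 2.21%), then for 0.574% of w4 and 0.0584% of w8, which is 2 nuclei. Of all 211 NPC nuclei, 53.1% came from w1 and 35.5% from w2.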

Neuroblasts were distinguished by their early onset and rapid disappearance. 

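NB1 took 52.0% of w1 nuclei (interval 50.2 to 53.9%), 22.5% of w2 (21.3 to 23.8%) and 3.39% of w4 (2.84 to 4.02%), and NB2 took 19.5% (18.1 to 21.0%), 3.49% (2.96 to 4.08%) and 0.470% (0.279 to 0.742%). Neither cluster had a nucleus in w8. With own clusters in place of the deposited ones, NB1 took 49.8% and NB2 14.1% of w1, and with 10 principal components NB1 took 78.8% and NB2 none.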

Immature and young aGCs appeared sequentially with distinctive temporal progression. GCimm1 primarily emerged in w1 and reached a maximum in w2, while GCimm2 was observed in w2 and w4. 

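GCimm1 rose from 4.50% of w1 (interval 3.77 to 5.32%) to 45.6% of w2 (44.1 to 47.1%) and fell to 9.89% of w4. GCimm2 was not found in w1, and it made up 12.8% of w2 (11.9 to 13.9%), 10.6% of w4 (9.64 to 11.6%) and 0.817% of w8.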

GCyoung was uniquely found in w4, which strongly suggests that this cluster corresponds to developing aGCs undergoing the critical period of enhanced plasticity. 

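GCyoung made up 51.7% of w4 nuclei (interval 50.1 to 53.3%), 0.212% of w2 (0.0970 to 0.402%) and 5.49% of w8 (4.75 to 6.30%), and w4 gave 90.9% of its nuclei. From its predominance in w4, the paper proposes that the cluster corresponds to aGCs in the critical period of enhanced plasticity.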

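GCmat1 made up 85.4% of w8 nuclei (interval 84.2 to 86.6%), 10.5% of w4 (9.57 to 11.5%), 0.593% of w1 and 0.212% of w2. In w4 the share counts only the nuclei that the authors kept.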

GCmat1 was primarily observed in w8. Although dataset 1 was arranged in a continuous pathway with important changes in cluster composition from w2 to w4 and w8, additional transitions occurring at intermediate times might have been oversighted. To improve time resolution, we collected dataset 2 with cohorts at 2, 3, 4, 5, and 8 weeks (w2 through w8; fig. S2, A to C). We used Seurat functionality to transfer cluster labels from dataset 1 to nuclei belonging to dataset 2 (fig. S3, A and B; see Materials and Methods). To assess the biological reproducibility between both datasets, the R package Batchelor was applied, and the integration between datasets was analyzed in a batch-corrected expression space (Fig. 2E). Clusters in dataset 2 maintained overall properties including DEGs through transitions, timing of appearance of the distinct clusters, and expression of canonical markers, although with a somewhat slower pace (figs. S2, D and E, and S3C). No nuclei were assigned as NB2, in line with the prominent w1 cohort composition of this cluster in dataset 1 (fig. S1G). The onset of GCimm2 was delayed compared to GCimm1, similarly to dataset 1. GCyoung was again dominant in w4, and GCmat1 was maximally expressed at w8, but it was also present at w5, suggesting an earlier appearance. Both datasets shared a high number of DEGs along transitions, supporting their reproducibility at the transcriptional level (fig. S2F).

This transcriptomic analysis describes the continuous trajectory of a unique neuronal type, the aGC, through distinct stages from RGL to GCmat. These multiple successive clusters denote higher complexity than the predicted from functional studies and establish the molecular basis for the morphological and physiological changes occurring during aGC differentiation.

### Distinct cellular states in the trajectory from neural stem cell to mature neuron

The sequential pathway from RGL to NPC and then NB1 involved profound cell biological transitions, from a quiescent to a proliferating state and then to a postmitotic neuroblast. 

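In the fit of dataset 1, 3992 genes changed from RGL to NPC, 1850 higher and 2142 lower, and 3964 from NPC to NB1, 1986 higher and 1978 lower. No other comparison gave as many. By the difference of mean log2 expression per nucleus, averaged over libraries, fewer genes passed. It gave 302 genes for RGL to NPC, 97 higher and 205 lower, and 260 for NPC to NB1, 137 higher and 123 lower. For NPC to NB1 the split also depended on scaling, with a median log2 change of all genes of 0.06 with TMM, -0.05 with RLE and -0.07 with DESeq2, and with 1686 higher and 2299 lower under RLE. Leaving out w1 lowered the counts to 2550 for NPC to NB1 and 2730 for RGL to NPC, and w1 holds 112 of the 211 NPC nuclei. Table S3 of the paper lists 302 and 256 genes for these transitions, from a pairwise t test that takes nuclei as replicates. Of its genes for RGL to NPC, 292 of the 293 tested were called in the same direction in the fit, and 250 of 251 for NPC to NB1.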

In both datasets 1 and 2, these transitions displayed the highest numbers of DEGs, particularly in terms of transcript shutdown. Unexpectedly, a high number of DEGs with marked gene down-regulation were also observed in the passage from GCimm2 to GCyoung (Fig. 3A and fig. S4A).

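From GCimm2 to GCyoung 2553 genes changed, 1253 higher and 1300 lower in GCyoung. The count rested on w4, without which it fell to 487, since both clusters had sums in w4 and w8 only and w8 held 28 nuclei of GCimm2. RLE factors shifted the median log2 change of all genes from 0.03 to -0.07 and gave 1057 higher and 1586 lower. On the scale of mean log2 expression per nucleus 255 genes passed, 189 higher and 66 lower. For this step 241 of the 250 tested genes of the paper's Table S3 were called in the same direction.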

**Fig. 3.**
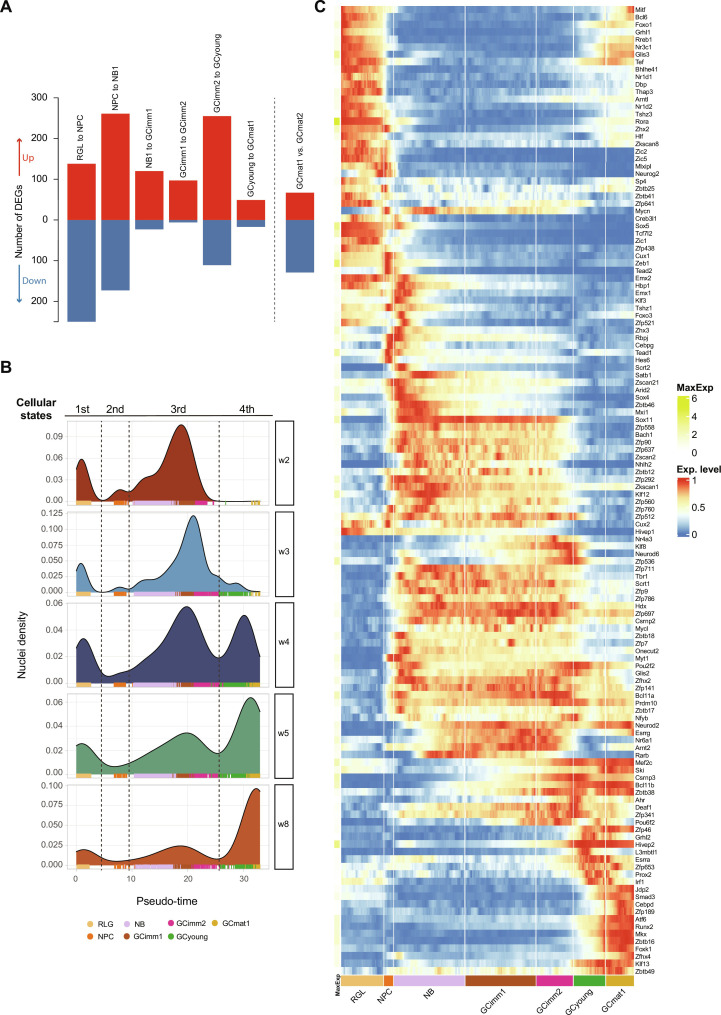
A developmental trajectory defined by four cellular states. (**A**) Differentially expressed genes (DEGs; table S2) between adjacent cluster transitions indicated above. An additional comparison (nonadjacent) is shown on the right. Up- and down-regulated genes are shown in red and blue. (**B**) Density distribution of nuclei along the pseudo-time progression for each cohort. Pseudo-time values were assigned on the basis of their profile and organized in density plots. The data revealed four cellular states with distinct cluster composition: first, RGL; second, NPC; third, NB1-GCimm1-Gcimm2; and fourth, GCyoung-GCmat1. Dashed lines depict major transitions in gene profile expression. Color codes below denote cluster identity. (**C**) Heatmap displaying the row-wise normalized expression of TFs with sharp transitions switching on/off across clusters. Genes are ordered by the pseudo-time of their switching event. Maximum expression (MaxExp; colored scale on the right) is shown on the left. Pseudo-color scale on the right denotes mean expression level. Color-coded clusters are indicated below. All data in the figure correspond to dataset 2.

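A pseudo-time value was deposited for 13635 nuclei, all those of RGL, NPC, NB1, NB2, GCimm1, GCimm2 and GCyoung and 3136 of 3356 in GCmat1. Cluster medians rose in that order, from 1.11 in RGL through 8.07 in NPC, 13.0 in NB1, 13.7 in NB2, 16.9 in GCimm1, 19.9 in GCimm2 and 27.2 in GCyoung to 30.0 in GCmat1. NB1 and NB2 overlapped, with quartiles of 11.4 and 13.9 in NB1 and 12.4 and 14.0 in NB2.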

To better understand the dynamics of the developmental pathway, we assigned pseudo-time values to all nuclei along the continuous trajectory from RGL to GCmat1 (see Materials and Methods) and organized the datasets to obtain one density plot for each cohort (Fig. 3B and fig. S4B). 

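A Gaussian kernel density with a bandwidth of 0.5 over the 13635 deposited values had deep minima at 5.28, between RGL and NPC, and at 22.9, between GCimm2 and GCyoung, where it fell to 0.00158% and 0.419% of the lower neighbouring peak. A shallower minimum lay at 9.06, between NPC and NB1, at 51.9% of the lower peak. Minima at 11.8, 15.5, 18.9 and 28.7 ranged from 88.5 to 95.0% of theirs. Taking minima below 50% of the lower peak as valleys gave 3 peaks, and halving the bandwidth gave 4. By cohort, the density at the minimum after NPC was 54.4% of the lower peak in w1, 50.8% in w2 and 40.1% in w4. A diffusion pseudo-time computed from the deposited log2 values did not follow the deposited one (Spearman's rho -0.348 across nuclei). It placed GCyoung before NB1, and with 10 principal components had 1 peak. A curve drawn through the centroids of the deposited clusters, in their trajectory order, had 3 peaks. Its rho of 0.993 with the deposited pseudo-time was largely set by that order and is no independent check.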

Pseudo-time density plots displayed four peaks separated by clear valleys: one peak containing RGLs, another peak containing NPCs, a longer window encompassing all immature neurons (NB1 through GCimm2), and a last peak including GCyoung and GCmat1. The valleys were precisely coincident with the largest transitions resulting from the DEG analysis. 

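The minima at 5.28, 9.06 and 22.9 fall at the steps from RGL to NPC, NPC to NB1 and GCimm2 to GCyoung, which were the 3 trajectory steps with the most changed genes. Between the minima at 5.28 and 22.9 lay 50.9% of nuclei, including 97.2% of NPC and 99.2% of GCimm2. Above 22.9 lay 99.6% of GCyoung, and 99.4% of RGL lay below 5.28. From this coincidence with other evidence, the paper concludes that 4 states establish the trajectory.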

The topography of these density plots seems to define four putative states along the pathway of neuronal differentiation.

To unveil the biological significance underlying these states, we analyzed the profile of TF expression. Aligning TFs in accordance to their expression onset or shutoff also revealed four distinct segments that were readily observed in the resulting heatmaps and corresponded to the peaks described above (Fig. 3C and fig. S4C). TF expression displayed different patterns, with a majority restricted to the RGL cluster (such as *Etv4*, *Etv5*, *Hes5*, and *Gli1*), others remaining in NPCs (*Ascl1*, *Sox6*, *Sox9*, and *Fezf2*), and multiple TFs covering the trajectory from NB to GCimm2 (*Sox4*, *Sox11*, *Tbr1*, and *Klf12*). Other TFs remained silent through development and became expressed in GCyoung (*Atf6*, *Runx2*, *Mkx*, and *Foxk1*). A subset of TFs expressed in RGLs shuts down in NPCs and was up-regulated again in GCyoung and GCmat1 (*Foxo1*, *Glis3*, *Bcl6*, and *Hlf*). Within each segment, cell clusters displayed little modifications in TFs.

The switches in TF expression, the critical transitions delimited by DEGs, and the valleys separating the peaks in the pseudo-time plots were all coincident within the same three transitions, revealing four crucial states that establish the developmental trajectory. Four distinct cellular states are thus defined: one corresponding to RGLs, another containing NPCs, a third state enclosing immature neurons from NB1 to GCimm2, and a fourth one encompassing GCyoung and GCmat1.

### Building neuronal function through effector molecules

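Of the genes lower in NPC than in RGL, Fam20a, Wnt8b and Ass1 had 558, 418 and 319 UMIs in RGL and none among the 899910 UMIs of NPC. Setting 3 counts over the NPC nuclei as the limit of a 0, they were at least 27.4-, 20.6- and 15.7-fold lower. Slc1a3, abundant in RGL, fell by -1.79 (standard error 0.22, adjusted p = 2.9e-09). Counting genes at a difference of mean log2 expression of 1.5-fold over the pooled nuclei of both clusters gave 206 lower genes in NPC.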

The transition from the first (RGL) to the second (NPC) cellular state switched off about 200 genes that remained silenced thereafter, reflecting a transformation from a multipotent program toward active proliferation (Fig. 4, A and B). NPC was the only mitotic state, expressing multiple cell-cycle genes and displaying an early neuronal commitment revealed by the expression of *Eomes*, *Sox4*, *Sox11*, and *Igfbpl1* (Fig. 2D and fig. S5A). 

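Eomes had a UMI in 40.8% of NPC nuclei, in 9.93% of NB1 and in 4.55% of NB2, against 0.288% of RGL, at median depths of 4278, 4057.5, 4961 and 4091 UMIs. Among cell-cycle genes, Top2a was read at 450 CPM there and at 0.826 in NB1, Lockd at 232 and 9.64, and Mcm6 at 222 and 15.1. Cdk6 was less confined, at 1117 in NPC, 236 in RGL and 136 in NB1.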

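Igfbpl1 (ENSMUSG00000035551; chromosome 4, 45809468 to 45826923) was read at 545 CPM in NPC, 711 in NB1, 668 in NB2, 593 in GCimm1 and 326 in GCimm2. Its rise from NPC to NB1 was close to the thresholds (log2 change 0.69, standard error 0.27, adjusted p = 0.049). Dcx in NB2 stood at 403 CPM.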

The end of cell division delimits the exit from the second state toward postmitotic differentiation, starting with two types of neuroblasts, NB1 and NB2, expressing maximal levels of *Dcx* and *Igfbpl1* (Fig. 4C). This transition to the third state up-regulated transcripts controlling neuronal differentiation and morphogenesis, cell-cell interaction, development and guidance of neuronal projections, and synaptic organization (Fig. 4D).

**Fig. 4.**
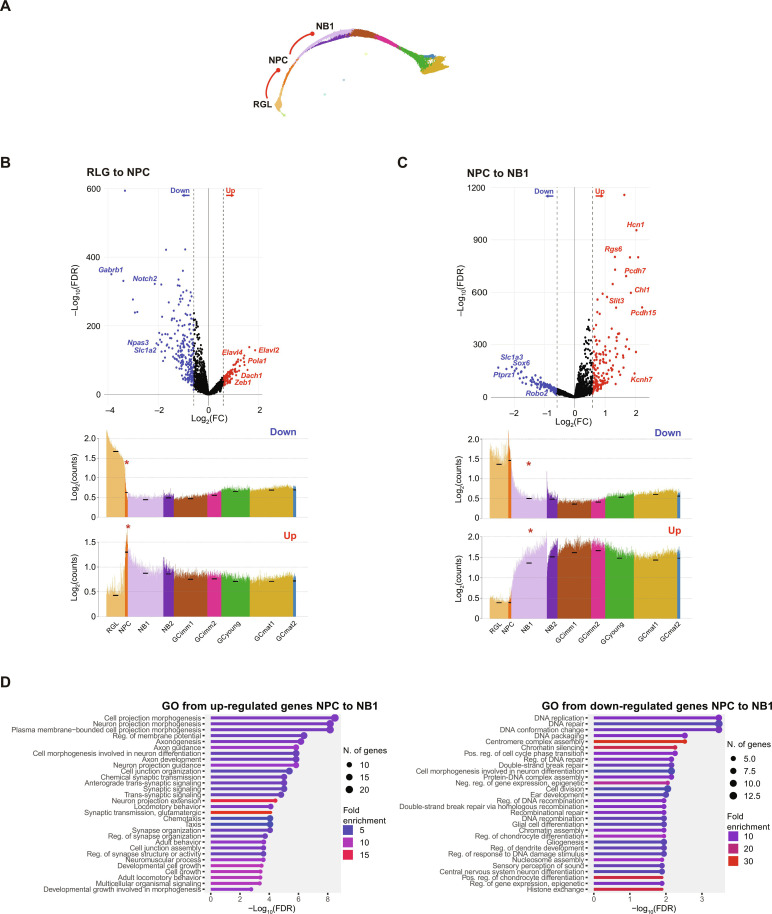
Major switches in gene profiles and biological processes during early neuronal commitment. (**A**) Schematic mKNN graph depicting the analyzed transitions (red lines). (**B** and **C**) Analysis of RGL to NPC (B) and NPC to NB1 transitions (C). Top panels: Volcano plots showing differential expression analysis [fold change (FC) ≥ 1.5 or ≤ −1.5 and false discovery rate (FDR) ≤ 0.05] displaying relevant gene examples. Bottom panels: Spike plots displaying mean expression of down- and up-regulated DEGs for all nuclei ordered according to their estimated pseudo-time value. Black dashes show the mean expression for each cluster, and the red asterisks highlight the analyzed transitions. (**D**) Top Gene Ontology (GO) biological processes for the enrichment analysis of DEGs in the transition from NPC to NB1. FDR cutoff = 0.05. All data in the figure correspond to dataset 1. DEGs are listed in table S3.

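A UMI of Igfbpl1 was found in 88.3% of NB1 nuclei, 88.7% of NB2, 91.9% of GCimm1 and 84.6% of GCimm2, against 2.83% of GCmat1 nuclei at about the same or greater depth (medians 4057.5, 4961, 5045.5, 6979 and 8138 UMIs). For Sox11 the shares were 86.6, 88.0, 88.6 and 80.2%, with 18.9% in GCmat1, and for Dcx 75.8, 76.7, 74.4 and 71.7%. Sox4 fell within the state, from 57.3% of NB1 to 24.9% of GCimm2. Rgs6 rose from 55.2% of NB1 to 98.6% of GCimm1.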

The third state comprises several immature neuronal clusters, from NB1 to GCimm2, that share the expression of canonical markers of early development: *Dcx*, *Sox4*, *Sox11*, *Igfbpl1*, and *Rgs6* (Fig. 2D and fig. S3C). 

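Among immature clusters, 244 genes were higher and 153 lower in NB2 than in NB1, 1049 higher and 642 lower in GCimm1 than in NB1, and 881 higher and 393 lower in GCimm2 than in GCimm1. Lower genes made up 38.5, 38.0 and 30.8% of those that changed. Averaged per nucleus on the authors' log2 scale, the same comparisons gave 31 higher and 3 lower, 93 and 18, and 104 and 9. Leaving out w2 lowered the count from NB1 to GCimm1 from 1691 to 780 and that from GCimm1 to GCimm2 from 1274 to 410.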

Transitions among clusters in this state primarily involved up-regulated gene expression with few down-regulated transcripts, suggesting that aGCs continued to incorporate molecules that expanded their structural and functional capabilities (Fig. 3A and fig. S4A). 

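The effector families of Table S4 were followed as the mean log2 expression of their genes, averaged over libraries. The channel and receptor families given here rose from NB1 to GCimm2, also by the median over genes and by log2 CPM of the sums. Glutamate receptor genes went from 0.452 ± 0.0123 (SD, n = 3 libraries) in NB1 through 0.821 ± 0.0869 (n = 3) in GCimm1 to 1.21 ± 0.0460 (n = 3) in GCimm2, and GABA receptor genes from 0.331 ± 0.0148 to 0.678 ± 0.0952 and 1.04 ± 0.0438. For K+ channels the means were 0.492, 0.601 and 0.781, and for Ca2+ channels 0.366, 0.570 and 0.735.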

In general, effector genes that showed an onset of expression in NB1 increased steadily and were maintained until maturation (Fig. 4C). This was the case for genes related to synaptic transmission such as *Cacna1e*, *Camk4*, *Cdh8*, *Fgf14*, *Gabrb1*, *Gabrg3*, *Grin2a*, *Grm5*, *Grm7*, *Kcnma1*, and *Syt1* (Fig. 5, A to D).

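From NPC to NB1, 9 of these 11 genes rose, most of all Grin2a (log2 change 5.23, from 3 UMIs in NPC, with a ratio of the counts between 10.8 and 154), while Gabrg3 fell (-0.95, standard error 0.27, adjusted p = 4.9e-03) and Gabrb1 did not pass the thresholds (-0.69, adjusted p = 0.060). All 11 rose from NB1 to GCimm1, between Syt1 (1.11, standard error 0.27, adjusted p = 2.0e-03) and Fgf14 (2.48, standard error 0.24, adjusted p = 1.1e-11). From GCimm1 to GCimm2, 6 rose further, led by Gabrb1 (1.71, adjusted p = 6.3e-07). Camk4, Cdh8, Fgf14, Kcnma1 and Syt1 stayed within the thresholds.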

**Fig. 5.**
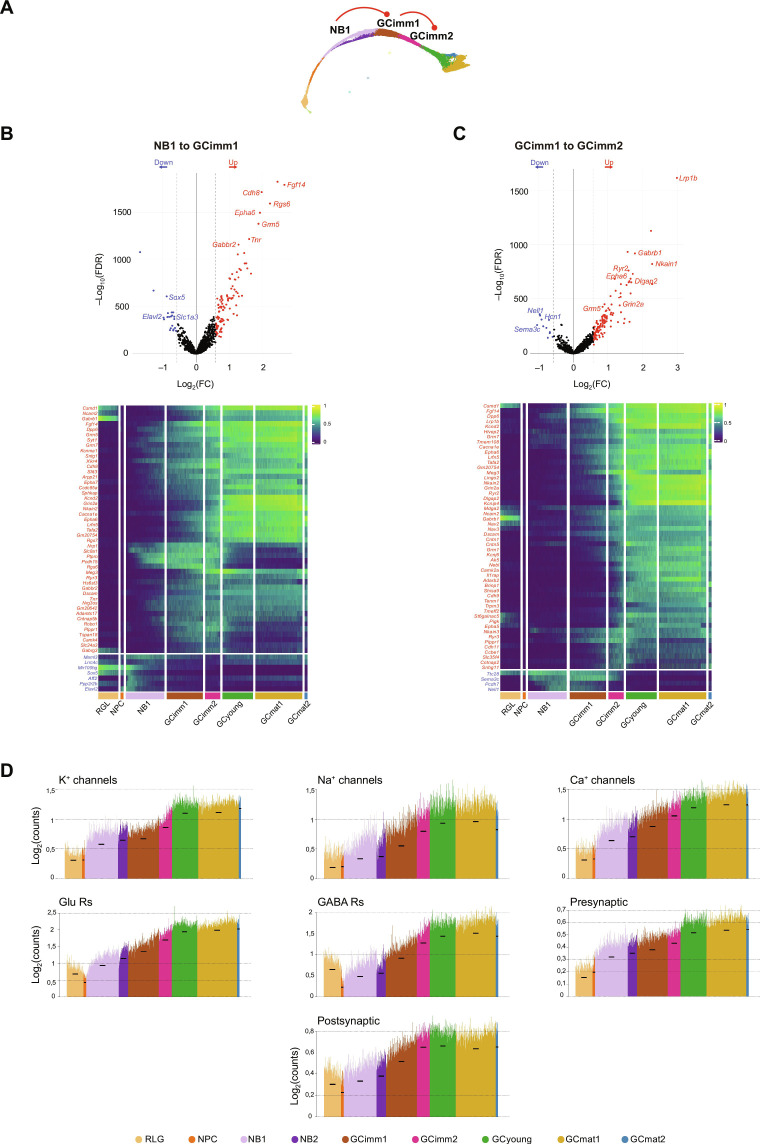
Up-regulation of effector genes required for neuronal function in immature aGCs. (**A**) Schematic mKNN graph depicting the analyzed transitions (red lines). (**B**) Analysis of NB1 to GCimm1, and (**C**) GCimm1 to GCimm2 transitions. Top panels: volcano plots showing differential expression analysis (FC ≥ 1.5 or ≤ −1.5 and FDR ≤ 0.05) with relevant gene examples. Bottom panels: Heatmap showing the row-wise normalized expression of up- (red) and down-regulated DEGs (blue) across clusters (top 50 genes per transition). Pseudo-color scale on the right denotes mean expression level. DEGs are listed in table S3. (**D**) Spike plots showing the mean expression of genes relevant for neurotransmission (table S4). Nuclei were ordered according to their estimated pseudo-time value. Black dashes show the mean expression for each cluster. All data in the figure correspond to dataset 1. Rs, receptors.

NB2 constituted a parallel pathway diverging from NB1 toward GCimm1. In the progression from w1 to w2, the NB2 population dropped twice as fast as NB1, suggesting a shorter half-life (Fig. 2C and fig. S1G). 

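From w1 to w2 the share of nuclei in NB1 dropped 2.31-fold and that in NB2 5.60-fold, so the drop of NB2 was 2.42 times that of NB1. Nuclei were also assigned a sex by comparing UMIs of Ddx3y, Uty and Eif2s3y with those of Xist and Tsix. Among male nuclei, NB2 took 24.9% of w1 (interval 22.9 to 27.1%) and 1.02% of w2 (0.543 to 1.73%). Among female nuclei it took 0.254% of w1 (0.0308 to 0.914%) and 4.73% of w2 (3.96 to 5.59%), a rise. NB1 went from 43.6 to 23.8% of male nuclei and from 75.3 to 21.5% of female nuclei. From the faster drop, the paper proposes a shorter half-life of NB2.

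**Figure D1:**
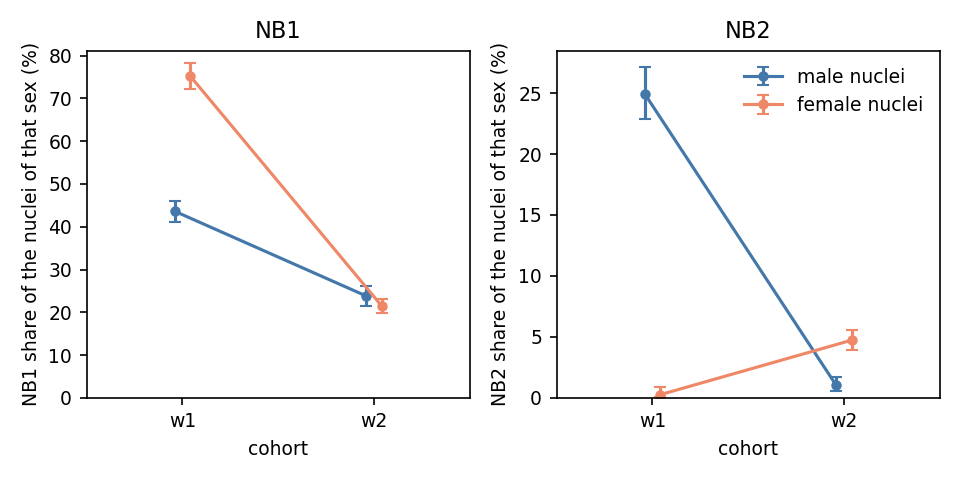
Share of the male and the female nuclei of each library in NB1 and NB2, in percent, with Clopper-Pearson 95% intervals. NB2 fell from 24.9 to 1.02% of male nuclei and rose from 0.254 to 4.73% of female nuclei between w1 and w2.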

The NB2 population expressed the canonical markers for the neuroblast stage *Calb2*, *Tac2*, and *Rgs6* (Fig. 2D). 

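The 3 genes were higher in NB2 than in NB1 in each of 3 libraries. Tac2 (ENSMUSG00000025400; chromosome 10, 127724478 to 127731768) rose by a log2 change of 2.71 (standard error 0.24, adjusted p = 1.6e-12), from 48.3 to 333 CPM. Rgs6 rose by 1.83 (standard error 0.22, adjusted p = 2.0e-08) and Calb2 by 1.37 (standard error 0.17, adjusted p = 4.4e-08).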

Compared to NB1, NB2 displayed about 50 additional transcripts with almost no reduction in gene expression (figs. S4A and S5B). 

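The count of 397 changed genes between NB1 and NB2 depended on the settings. Without w1 it was 102, and DESeq2 gave 194. Own clusters with the reported genes kept in gave 726. Of the nuclei of NB2 with a sex call, 0.490% were female in w1 and 90.8% in w2, whereas NB1 had 45.5 and 65.8%, so the comparison of the clusters was also in part one of sexes within each library. Arhgap6 was among the genes with the largest rise (log2 change 4.65, standard error 0.27, adjusted p = 9.6e-19), and of the genes with the same direction in every library and at least 50 UMIs Tspan18 had the largest fall (-3.88, standard error 0.37, adjusted p = 2.6e-11), though it went the other way (0.57) in own clusters with the reported genes kept in. Of the 39 tested genes of the paper's Table S3 for this step, 33 were called in the same direction.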

Several transcripts continued to increase in GCimm1 and GCimm2, suggesting that NB2 might represent a more advanced developmental stage. Some of these up-regulated genes are related to the assembly of glutamate receptors (*Grin2a*, *Grid1*, and *Grip1*), axon guidance (*Robo2*, *Sema3c*, and *Unc5d*), and cell-cell interaction (*Ephb1*, *Cdh4*, *Pcdh7*, and *Nrxn3*) (Fig. 5D and fig. S5C).

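In the fit, 8 of these 10 genes were higher in NB2 than in NB1. Cdh4 rose most (log2 change 3.22, standard error 0.26, adjusted p = 1.4e-13), followed by Grin2a (1.75), Robo2 (1.50), Ephb1 (1.40), Grid1 (1.29), Grip1 (1.18), Unc5d (1.18) and Sema3c (1.04). Pcdh7 (0.35, adjusted p = 0.56) and Nrxn3 (0.08, adjusted p = 0.97) did not pass the thresholds, although a UMI of Nrxn3 was found in 40.5% of NB2 nuclei and 15.2% of NB1 nuclei. The rise of Unc5d depended on the clusters, and with own clusters at Louvain resolution 2 it was -0.29. Unc5d then fell from NB1 to GCimm1 (-4.90, standard error 0.35, adjusted p = 1.1e-15).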

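Of the receptor genes given here, those with the largest rise from NB1 to GCimm1 were Gabbr2 (log2 change 2.54, standard error 0.21, adjusted p = 7.3e-14), Gabrg3 (2.24) and Gabrb1 (2.06), with Grin2a at 1.99, Grm5 at 1.98 and Grm7 at 1.14. Of the ion channels, Kcnd2 rose by 1.64, Cacna1e by 1.58 and Kcnma1 by 1.17. Guidance genes rose between Ptpro (1.05, standard error 0.23, adjusted p = 6.2e-04) and Epha6 (3.71, standard error 0.27, adjusted p = 4.8e-16), with Ncam2 at 3.14, Slit3 at 1.87, Robo1 at 1.84, Nrp1 at 1.69, Epha7 at 1.57 and Dscam at 1.48. Every one of them was higher in GCimm1 in all 3 libraries with both clusters.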

The transition from NB1 to GCimm1 displayed a marked increase in GABA and glutamate receptor subunits (*Gabrb1*, *Grm5*, *Grm7*, *Gabbr2*, *Gabrg3*, and *Grin2a*), voltage-gated ion channels (*Kcnma1*, *Kcnd2*, and *Cacna1e*), and axon guidance (*Robo1*, *Nrp1*, *Epha7*, *Dscam*, *Ncam2*, *Epha6*, *Slit3*, and *Ptpro*), critical for the establishment of membrane excitability, neuronal growth, and synaptic transmission (Fig. 5, B and D).

GCimm1 and GCimm2 shared specific markers that were previously described for immature GCs (fig. S6, A and B) (*28*). Besides these general similarities, GCimm2 displayed a distinct profile indicating a more advanced developmental stage, including genes related to synapse formation and plasticity, such as *Camk2a* and multiple glutamate receptor subunits: *Grm1*, *Grid1*, *Gria3*, *Grin2a*, *Grm5*, and *Grm7* (Fig. 5, C and D) (*36*–*38*). These findings suggest that GCimm2 initiates a program for glutamatergic synaptogenesis, which, in electrophysiological studies, was shown to begin in 2-week-old aGCs.

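Each gene given here was higher in GCimm2 than in GCimm1 in both libraries. Of these, Camk2a (ENSMUSG00000024617; chromosome 18, 60925618 to 60988152) rose most (log2 change 2.81, standard error 0.22, adjusted p = 4.3e-14), from 95.0 to 596 CPM. Gria3 rose by 1.46, Grin2a by 1.25, Grm7 by 0.94, Grm5 by 0.71 and Grid1 by 0.67. The last pair was near the thresholds, with adjusted p of 0.049 for Grm5 and 0.032 for Grid1.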

The early clusters described above—RGL, NPC, and neuroblasts—reflect different cellular states that bring neural stem cells toward postmitotic neuronal differentiation. In the transitions occurring within the third state (NB to GCimm1 and then to GCimm2), developing aGCs incorporate molecules that expand their functional capabilities, with little transcript shutdown.

### Molecular blueprint of neurotransmission and activity

The passage from GCimm2 to GCyoung revealed a major switch that marked the end of the immature period and the beginning of the fourth state (Figs. 3 and 6, A and B, and fig. S4). This transition exhibited a large number of DEGs, highlighting the complexity required to reach neuronal maturation. Multiple transcripts that had reached maximal expression during early development shut down in GCyoung: *Adamts18*, *Dcx*, *Hcn1*, *Igbpl1*, *Robo1*, *Rgs6*, *Sema3c*, *Sema3e*, *Sox4*, and *Sox11*. 

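Each gene given here fell in both libraries with the clusters, reading Igbpl1 as Igfbpl1. Of these, Sema3c (ENSMUSG00000028780; chromosome 5, 17574281 to 17730268) fell most (log2 change -4.84, standard error 0.36, adjusted p = 1.1e-15) and Robo1 least (-1.01, standard error 0.24, adjusted p = 1.2e-03). Between them were Sox4 (-2.78), Rgs6 (-2.47), Igfbpl1 (-1.86), Sox11 (-1.78), Adamts18 (-1.68), Sema3e (-1.38) and Dcx (-1.18). Rgs6 still had a UMI in 56.2% of GCyoung nuclei, against 2.22% of oligodendrocytes, at median depths of 7458 and 4801 UMIs.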

To better understand the functional changes involved in this transition, we performed enrichment analysis of Gene Ontology (GO) terms (fig. S7). Genes related to axonal growth and development shut down, while those orchestrating postsynaptic organization, transmission, and plasticity appeared during this period. Kirrel3, a synaptic adhesion molecule required for the formation of mossy fiber contacts onto GABAergic interneurons, providing feed-forward inhibition onto CA3 pyramidal cells, is up-regulated during this transition (Fig. 6B) (*39*). Furthermore, GCyoung showed plateau levels in typical effector genes related to excitability and neurotransmission (Fig. 5D). These transcripts included the vesicular glutamate transporter VGLUT1 (*Slc17a7*), the K^+^/Cl^−^ cotransporter KCC2 responsible for the GABA switch (*Slc12a5*), and *Camk2a* and *Grin2a*, crucial for synaptic plasticity (Fig. 6B). These features are entirely consistent with prior electrophysiological characterizations of hyperexcitable 4-week-old aGCs (*14*–*16*, *18*, *20*).

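Kirrel3 (ENSMUSG00000032036; chromosome 9, 34485894 to 35036716) rose from 425 CPM in GCimm2 to 2259 in GCyoung (log2 change 2.39, standard error 0.26, adjusted p = 1.3e-10) and stood at 2188 in GCmat1. Among cells outside the neuronal lineage it was also read at 1578 CPM in astrocytes and 2941 in oligodendrocytes.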

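All 4 genes rose from GCimm2 to GCyoung. Slc17a7 (ENSMUSG00000070570; chromosome 7, 45163949 to 45176142) rose by a log2 change of 1.33 (standard error 0.21, adjusted p = 1.5e-06), Slc12a5 (ENSMUSG00000017740; chromosome 2, 164960802 to 164999731) by 0.97 (standard error 0.20, adjusted p = 1.7e-04) and Camk2a by 1.29 (standard error 0.23, adjusted p = 1.5e-05). From GCyoung to GCmat1 none passed the thresholds, with 0.10 for Slc17a7, 0.18 for Slc12a5, 0.37 for Camk2a and 0.33 for Grin2a. The Slc17a7 change was -0.04 without the library term. Of the 7 effector families, 6 were higher in GCyoung than in GCimm2, such as K+ channels (0.781 to 1.04, with 1.03 in GCmat1). Postsynaptic genes were not (0.425 and 0.421). The GCimm2 means include w2, which the GCyoung means lack. Without w2, all 7 families were higher in GCyoung. Scored by log2 CPM of the sums, 1 family was higher.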

**Fig. 6.**
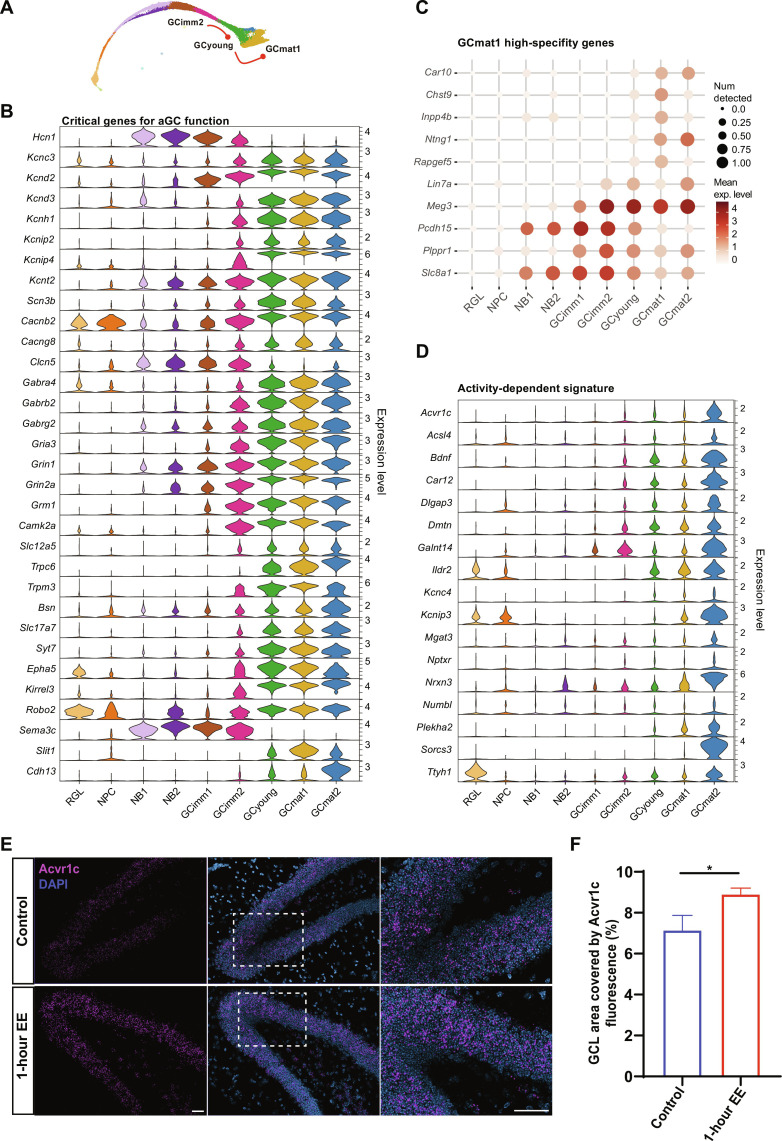
Molecular blueprint of mature aGCs. (**A**) Schematic mKNN graph depicting the analyzed transitions (red lines). (**B**) Violin plots showing example genes critical for aGC function. (**C**) Dot plot exhibiting genes selectively up- and down-regulated in GCmat1. Scales on the right correspond to mean expression levels (color) and to the fraction of nuclei expressing at least one transcript count in the cluster (dot size). (**D**) Violin plots depicting the expression of transcripts that are known to be induced by activity (*40*). All data in the figure correspond to dataset 1. (**E**) In situ hybridization reveals the expression of the activity-induced gene *Acvr1c* in the granule cell layer (GCL). Mice were exposed to an enriched environment for 1 hour (EE) or remained in a home cage (control), and hippocampi were frozen 5 hours later. Representative images depict *Acvr1c* (pink) expression [4′,6-diamidino-2-phenylindole (DAPI), blue]. Scale bars, 50 μm. Dashed box areas shown on the right panels depict areas of the GCL expressing Acvr1c, which exclude the subgranular zone. (**F**) GCL area occupied by Acvr1c fluorescence in control and EE mice. *n* = 10 sections per three mice (control) and *n* = 9 sections per three mice (EE). Asterisk (*) denotes *P* < 0.05 after Mann-Whitney test. Data depicts means ± SEM.

The GCyoung and GCmat1 clusters, corresponding to the fourth state, were observed at the w4 and w8 time points, respectively, which is coincident with the interval at which aGCs become functionally mature (*3*). This transition was characterized by a few DEGs with subtle changes in their expression level (fig. S8, A and B). 

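From GCyoung to GCmat1, 520 genes changed, 216 higher and 304 lower. Apart from NB1 to NB2 no step of the trajectory gave fewer. The count fell to 216 without w4, to 219 without w8 and to 229 with DESeq2, and nuclei thinned to 2000 UMIs gave 290. By the difference of mean log2 expression per nucleus 26 genes passed, 22 higher and 4 lower. Of 35 tested genes of the paper's Table S3, 34 had the same sign in the fit and 20 were called. Kept GCmat1 nuclei were 90.8% female in w4 and 13.6% female in w8, and GCyoung 84.4 and 18.5%.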

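Rapgef5 (ENSMUSG00000041992; chromosome 12, 117516479 to 117759737) rose by a log2 change of 1.94 from GCyoung to GCmat1 (standard error 0.22, adjusted p = 4.1e-09), Inpp4b by 1.87 (adjusted p = 1.6e-06), Chst9 by 1.74 (adjusted p = 8.4e-07) and Car10 by 1.04 (adjusted p = 2.6e-03). Car10 was higher in 1 of the 2 libraries with both clusters.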

A small group of the DEGs constituted markers of GCmat1: *Car10*, *Chst9*, *Inpp4b*, *Ntng1*, and *Rapgef5* (Fig. 6C). Other genes were specifically down-regulated in GCmat1: *Lin7a*, *Meg3*, *Pcdh15*, *Plppr1*, and *Slc8a1*. 

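Pcdh15 (log2 change -1.93, standard error 0.28, adjusted p = 2.7e-06), Plppr1 (-1.57), Slc8a1 (-1.48) and Lin7a (-1.38) fell in both libraries. Meg3, with 73291 UMIs over the sums compared, had a log2 change of -0.25 (standard error 0.31, adjusted p = 0.93).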

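The mean log2 expression of GCyoung and GCmat1 differed by a root mean square of 0.0816 across genes, compared with 0.0788 between NB1 and NB2, 0.178 between GCimm2 and GCyoung and 0.134 between GCmat1 and GCmat2.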

Although 4- and 8-week-old aGCs are known to be functionally distinct, GCyoung and GCmat1 clusters displayed similar expression profiles. This observation indicates that physiological maturation is influenced by additional factors other than their transcriptomic signature.

GCmat2 was a small but sharply defined cluster that contained cells belonging to cohorts w4 onward in both datasets and exhibited a high number of DEGs when compared to GCmat1 (Fig. 3A and fig. S4A). 

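GCmat2 held 209 nuclei, 60 in w4 and 149 in w8, which is 1.57% (interval 1.20 to 2.01%) and 4.35% (3.69 to 5.09%) of these libraries. No nucleus of w1 or w2 belonged to it. Between GCmat1 and GCmat2, 986 genes changed, 407 higher and 579 lower in GCmat2. The median log2 change of all genes was -0.14 with TMM and -0.03 with RLE, under which 503 genes were higher and 482 lower, and without w8 the count was 412. Of 137 tested genes of the paper's Table S3 for this pair, 124 were called in the same direction.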

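Sorcs3 (ENSMUSG00000063434; chromosome 19, 48206025 to 48805505) was higher in GCmat2 than in GCmat1 by a log2 change of 4.94 (standard error 0.24, adjusted p = 1.4e-21), Nrxn3 by 2.48 (standard error 0.23, adjusted p = 6.1e-12), Kcnip3 by 1.75 (standard error 0.20, adjusted p = 3.8e-09) and Acvr1c (ENSMUSG00000026834; chromosome 2, 58267453 to 58357895) by 1.51 (standard error 0.27, adjusted p = 4.8e-05). Both libraries showed each of these differences. Oligodendrocyte precursor cells also held Sorcs3 (723 CPM, against 859 in GCmat2), Nrxn3 and Kcnip3. Acvr1c was read at 138 CPM in GCmat2, 44.0 in GCmat1 and 59.0 in GCyoung.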

GCmat2 displayed a set of well-defined markers whose expression has been linked to activity of dentate GCs: *Acvr1c*, *Sorcs3*, *Nrxn3*, and *Kcnip3*, among others (Fig. 6D) (*40*). *Bdnf*, a neurotrophin whose synthesis and secretion depend on neuronal activity, was only expressed in this cluster (*41*, *42*). Moreover, *Rgs6* (a marker for immature neurons) has been reported to increase in aGCs after running, and it is up-regulated in GCmat2 (*43*). 

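Bdnf (ENSMUSG00000048482; chromosome 2, 109674700 to 109727007) was highest in GCmat2, with 248 CPM in w4 and 186 in w8, and was also read in GCmat1 (94.8 in w4 and 69.6 in w8) and GCyoung (116 in w4 and 88.5 in w8). The log2 change from GCmat1 to GCmat2 was 1.21 (standard error 0.22, adjusted p = 4.3e-05). A UMI of Bdnf was found in 68.9% of GCmat2 nuclei, 39.2% of GCmat1 and 51.5% of GCyoung, against 2.22% of oligodendrocytes, at median depths of 7254, 8138, 7458 and 4801 UMIs. From these markers and a later experiment, the paper concludes that GCmat2 holds neurons likely to have been active before isolation.

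**Figure D2:**
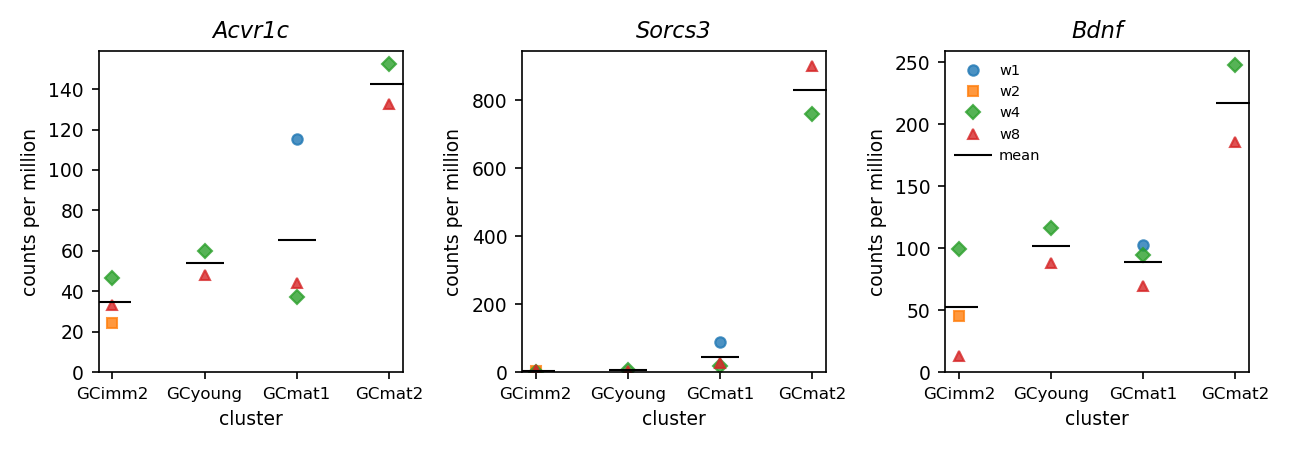
CPM of Acvr1c, Sorcs3 and Bdnf in each library with at least 10 nuclei of GCimm2, GCyoung, GCmat1 or GCmat2, 1 point per library. Bdnf reaches 248 in GCmat2 of w4 and 116 in GCyoung of w4.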

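Rgs6 was higher in GCmat2 than in GCmat1 by a log2 change of 1.58 (standard error 0.26, adjusted p = 1.3e-05), with 288 and 99.9 CPM, against 2472 in GCimm1.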

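Cdh13 (ENSMUSG00000031841; chromosome 8, 118283733 to 119324921) was higher in GCmat2 than in GCmat1 by a log2 change of 1.76 (standard error 0.25, adjusted p = 4.0e-07). It was read at 514 CPM in GCmat2, 160 in GCmat1 and 169 in GCyoung.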

*Cdh13*, a negative regulator of inhibitory synaptogenesis in the hippocampus, was also found to be expressed in GCmat2 (Fig. 6B) (*44*, *45*). To confirm this activity-dependent signature, mice were exposed to an enriched environment for 1 hour, a condition that enhances neuronal activity in the GC layer (*46*). This stimulus resulted in a marked increase in the expression of the *Acvr1c* receptor monitored by immunofluorescent in situ hybridization (Fig. 6, E and F). Therefore, GCmat2 was classified as a cluster containing neurons belonging to the w4 to w8 time points that were likely to be electrically active before isolation.

Last, some of the markers were validated by fluorescence in situ hybridization (Fig. 7). *Slc1a3*, *Sema3c*, *Nell1*, *Igfbpl1*, *Elavl2*, and *Eomes* are markers for state 1, 2, or 3, and their expression was confined to the inner GC layer, where early aGC stages are typically found (*47*–*49*). *Cpne4*, *Slc17a7*, *Ptchd4*, *Bcl11b*, and *Plxna4* are markers for the fourth state and were expressed by most mature GCs in the entire GC layer, including aGCs (Fig. 7, A and B). Marker specificity was further tested by their combined expression, showing restricted labeling patterns of cell states or clusters with distinct spatial localization (Fig. 7, C to H).

**Fig. 7.**
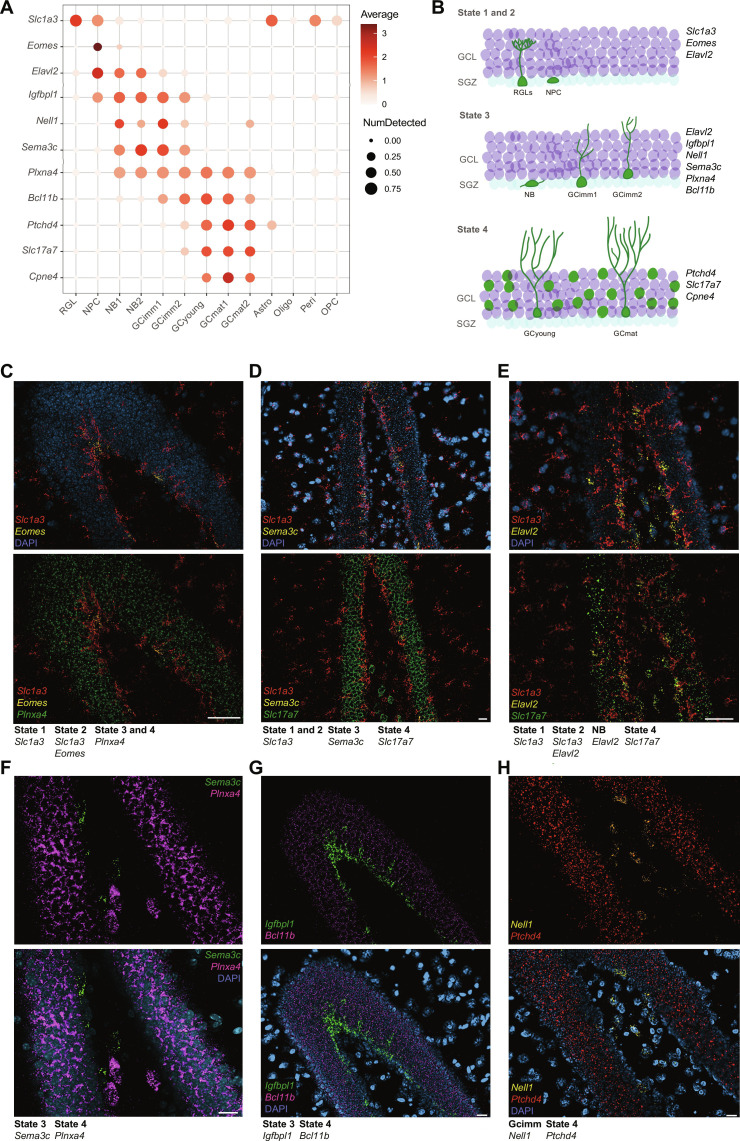
Spatial validation of cellular states and cluster markers by RNA in situ hybridization. (**A**) Dot plot exhibiting markers along clusters. Scales on the right correspond to log_2_ (mean gene expression) (pseudo-color) and to the fraction of nuclei expressing at least one transcript count in the cluster (dot size). All data corresponds to dataset 1. (**B**) Schematic representation of cells belonging to different clusters (green) distributed within the GCL (purple) and subgranular zone (SGZ; pale blue). Marker genes for each cell state are listed on the right. (**C** to **H**) In situ hybridization of dentate gyrus sections from 6- or 7-week-old mice. Example of deconvolved images. A distinctive color was assigned to each marker and the specific gene combinations defining cellular states are listed beneath the panels. State 1, 2, or 3 markers are expressed in cells located near the SGZ. State 4 markers are expressed by all mature GCs, not limited to aGCs. Therefore, RNA molecules are distributed throughout the GCL. DAPI (blue) was used to label cell nuclei. Scale bars, 50 μm

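The dot plot draws each marker from dataset 1. Cpne4 went from 16.3 CPM in GCimm2 to 157 in GCyoung and 297 in GCmat1 (log2 change from GCimm2 to GCyoung 2.88, adjusted p = 3.9e-13), and Ptchd4 rose by 1.76 at that step (adjusted p = 1.3e-10). Bcl11b (0.36, adjusted p = 0.25) and Plxna4 (0.53, adjusted p = 0.13) did not change there. Plxna4 was already read at 1753 CPM in NB1 and stood at 1671 in GCmat1, and a UMI of Bcl11b was found in 79.6% of GCimm2 nuclei and 83.5% of GCmat1. Nell1 fell by -1.76 (adjusted p = 1.5e-05).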

### A transcriptional switch underlying neuronal maturation

To identify master transcriptional regulators for the developmental trajectory, we evaluated the expression of TFs and their target genes (regulons), corresponding to the transitions between cellular states. This analysis was performed using *SCENIC* (see Materials and Methods). In particular, we considered regulon specificity scores (RSSs) to analyze changes in regulon activity between consecutive states (*50*). The transition from peaks 1 to 2 and from peaks 2 to 3 revealed genes involved in biological programs that enabled switching from quiescent (*Sox6*, *Pax6*, *Sox5*, and *Sox9*) to proliferative (*Eomes*, *E2f1*, *E2f3*, *E2f6*, and *E2f7*) and then postmitotic states (*Neurod2*, *Sox4*, and *Sox11*) (fig. S9A).

The comparison between the third and the fourth states (immature to mature aGCs) revealed >20 regulons displaying selective expression in the third state, with high levels for the *SoxC* family genes *Sox4* and *Sox11* (Fig. 8A and fig. S9B). Regulons present in the fourth state included *Bcl6*, *Foxo1*, *Anxa11*, *Tef*, and *Hlf* (fig. S9C). All of these TFs have been shown to control signaling pathways regulating neuronal homeostasis (*51*–*54*). *Sox4* and *Sox11* have been shown to play a critical role in early differentiation and neuronal growth, both during perinatal development and in adult neurogenesis (*55*, *56*). However, their participation during late neuronal maturation remains unknown. The shutdown of these *SoxC* TFs in the last neuronal state suggested two possibilities: (i) they are not needed for the final transition and their down-regulation results as a secondary effect of a global transcriptional program and (ii) their absence might be required for developing neurons to transition to the mature state.

**Fig. 8.**
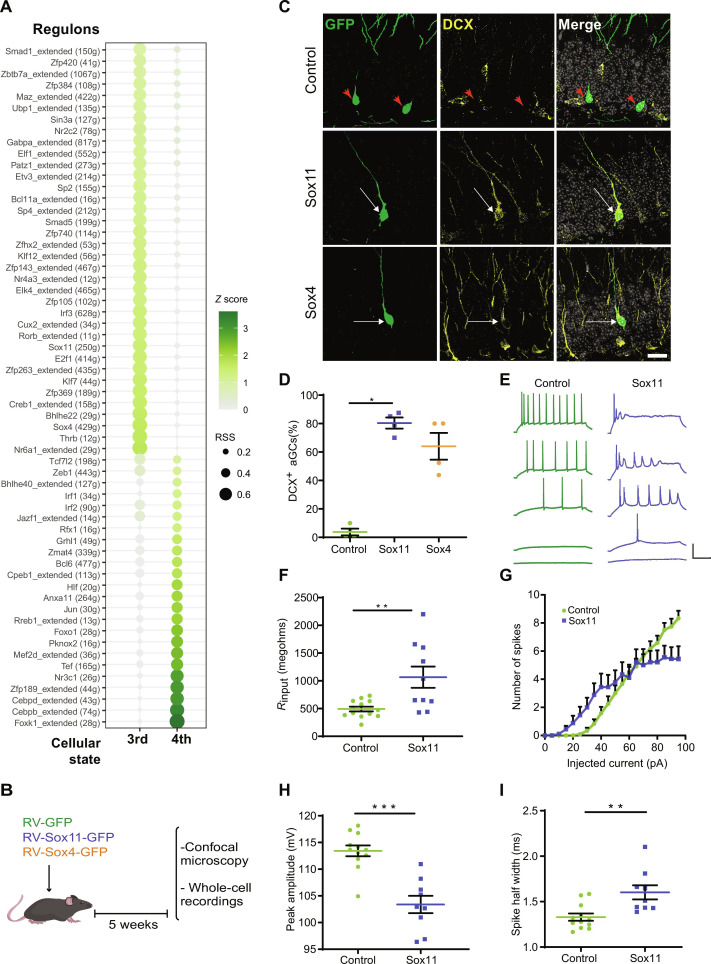
Overexpression of SoxC TFs precludes aGC maturation. (**A**) Regulon activity analysis based on the expression levels of TF targets comparing the third and fourth states (dataset 2). Each regulon contains targets genes identified by SCENIC according to the conserved DNA binding motifs in regulatory regions. Regulon sizes are shown in parentheses. Extended regulons include targets inferred by binding motif similarity. Regulon compositions are listed in table S5. RSS, regulon specificity score (*50*). The *z*-score color scale depicts standardized expression activity values. (**B**) New aGCs were labeled in adult mice by stereotaxic delivery of RV-GFP, RV-Sox11-GFP, or RV-Sox4-GFP, as indicated. aGCs expressing GFP were studied 5 weeks after injection. (**C**) Representative single confocal planes displaying aGCs expressing Sox11-GFP, Sox4-GFP, or control GFP (green, arrowheads) and DCX (yellow). Colocalization is highlighted by white arrows. Scale bars, 20 μm. (**D**) Proportion of GFP^+^ neurons expressing DCX, normalized to the total number of GFP^+^ neurons. *n* = 80 aGCs from four mice for each condition. *P < 0.02, Kruskal-Wallis test. (**E** to **I**) Whole-cell recordings in acute slices from aGCs expressing RV-GFP or RV-Sox11-GFP. (E) Representative voltage traces elicited by current steps of increasing amplitude: 5, 20, 40, 60, and 95 pA. Scale: 50 mV, 100 ms. Resting potential (*V*_resting_ ) kept at −80 mV. (F) Input resistance (*R*_input_). GFP-aGCs, *n* = 13; Sox11-aGCs, *n* = 10 (4 mice/condition). **P < 0.005, *t* test. [(G) to (I)] Action potentials elicited by injected current steps (500 ms). Plots show the total number of spikes per pulse (*P* < 0.001) (G), the amplitude of the first spike (H), and the spike half width, measured at half-maximal amplitude (I). Control GFP-aGCs, *n* = 11, and Sox11-aGCs, *n* = 9 (four mice per condition). **P < 0.005 and ***P < 0.001. Data are shown as means ± SEM.

To discriminate between these possibilities, we investigated the effect of the sustained expression of *Sox4* or *Sox11* on aGC differentiation. RV-Sox4-GFP or RV-Sox11-GFP was delivered to the dentate gyrus of adult mice to infect mitotic NPCs, coincident with the onset of endogenous expression of *Sox4* and *Sox11* (Fig. 8B). The impact of TF overexpression in the neuronal progeny was studied after 5 weeks, at which time new aGCs become mature. As revealed by immunofluorescence imaging, the immature neuronal marker DCX was absent in control aGCs, but it was observed in 60 to 80% of neurons overexpressing Sox4 or Sox11, suggesting that cells failed to down-regulate DCX upon Sox4/11 overexpression (Fig. 8, C and D). In addition, mature aGCs overexpressing Sox11 [the SoxC member with highest transactivation potential; (*57*)] revealed immature properties such as high membrane resistance and excitability, as well as impaired capacity to fire repetitive action potentials in acute hippocampal slices (Fig. 8, E to I). Together, these results indicate that aGCs with sustained expression of Sox4 or Sox11 maintain immature features (*58*, *59*). We therefore conclude that shutdown of *SoxC* TFs is a necessary condition for developing aGCs to become mature. The transition from the immature to the mature state constitutes a critical transformation driven by a strong and unique transcriptional switch that shuts down molecular cascades promoting cell growth and activates a final state that seems to be dominated by neuronal homeostasis.

## DISCUSSION

The molecular basis underlying the differentiation and functional integration of aGCs has remained largely unknown. Previous work has captured aspects of adult neurogenesis by means of transcriptomic profiling with a focus on the early molecular cascades that distinguish quiescent from active RGLs and NPCs (*26*, *60*). Subsequent research has conveyed the notion of a linear trajectory reaching the early neuroblast stages (*27*). More recently, a study reported that immature GCs obtained from the perinatal, postnatal, and adult hippocampus display similar transcriptional profiles (*28*). In this work, we performed a comprehensive study encompassing differentiation and functional maturation of aGCs. The strategy involved the analysis of cohorts of aGCs at six time points that allowed us to assign precise time stamps to the developmental trajectory. In general, the dynamics of gene expression profiles matched very closely with previous descriptions of developing aGCs obtained using immunohistochemical, morphological, and electrophysiological approaches. These datasets now provide a thorough description of distinctive molecular states underlying neuronal differentiation in the adult hippocampus, assigning specific profiles to the intermediate stages, revealing TFs controlling the process, and the effector genes that convert those programs into neuronal function.

The different phases of adult neurogenesis were previously characterized by the expression of stage-specific markers defined by immunolabeling. RGLs gave rise to NPCs and, subsequently, to neuroblasts that were thought to keep limited proliferative capacity (*61*, *62*). Instead, our results reveal that NPCs are the only mitotic cluster in aGC differentiation, and neuroblasts are committed postmitotic cells (*28*). Two types of neuroblasts were observed: NB1 arising from NPCs, and NB2 shedding from NB1, forming a parallel pathway reaching GCimm1. GCimm1 and GCimm2 were composed mostly of 2- to 4-week-old aGCs and expressed immature neuronal markers. The transition to GCimm2 up-regulated >100 genes, including those related to glutamatergic transmission, which is known to begin by the second developmental week (*47*, *63*–*65*). This finding indicates that GCimm2 may be the molecular transition that accompanies the onset of glutamatergic synaptogenesis.

Approaching the GCyoung stage involved substantial profile changes (250 to 350 DEGs in both datasets) that were only comparable in magnitude to the transitions from RGL to NPC and from NPC to NB1. Multiple effector genes reached plateau levels at GCyoung, including those required for neurotransmission and plasticity, from the presynaptic vesicular glutamate transporter *Slc17a7* and vesicular release *Syt7* to postsynaptic glutamate and GABA receptors. Because GCyoung contained predominantly w4 cells, we propose that aGCs in this cluster correspond to 4-week-old aGCs with enhanced excitability and synaptic plasticity, described extensively in the literature (*14*–*16*, *18*, *20*, *64*). Despite containing the fundamental building blocks required for neuronal function, 4-week-old GCs are not yet mature. Mature aGCs (>8 weeks) exhibit maximal glutamatergic synaptic strength, mature GABAergic inhibition, and reduced excitability (*18*, *58*, *66*, *67*). Few transcripts were found to be selectively changed in the transition from GCyoung to GCmat1, suggesting that the GCyoung cluster is the early phase in a final step of maturation that becomes consolidated over time.

Analysis of DEGs, pseudo-time trajectory, and TF expression revealed three critical transitions defining four cellular states: RGL, NPC, immature neurons (NB1 to GCimm2), and a mature state (GCyoung and GCmat; Fig. 9). Regulon analysis revealed that *Sox4* and *Sox11* regulons played critical roles as organizers of the immature state. These TFs were known to be involved in the early steps of differentiation during perinatal and adult neurogenesis (*55*, *56*). We now demonstrate that shutdown of *SoxC* TFs is a critical mechanism required for achieving terminal differentiation.

**Fig. 9.**
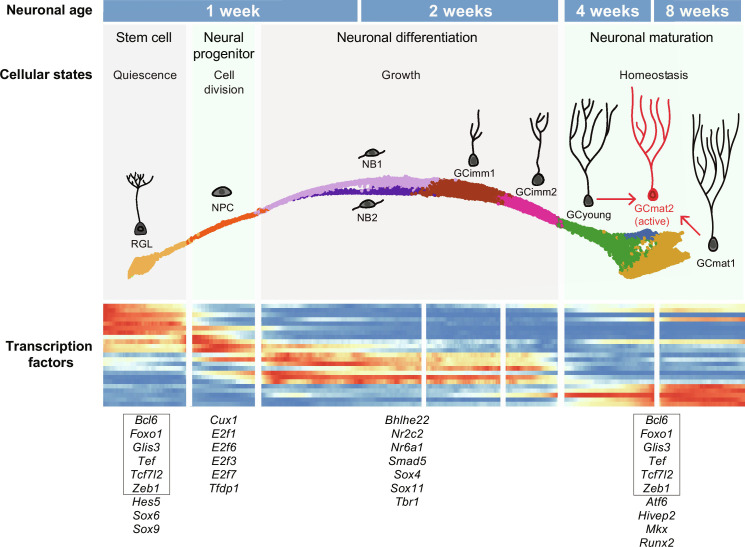
Schematic representation of cell states during aGC maturation. Transcriptomic profiling of developing aGCs unveils a molecular continuum divided in nine clusters grouped into four cellular states, precisely defined by the activation and deactivation of specific transcription factors (TFs). During the developmental period lasting about 8 weeks, distinct TFs and effector genes orchestrate the biological process characteristics of these states. Stem cells abandon the quiescence state to become mitotic (cell division state). Dividing NPCs rapidly acquire a neuronal fate, entering a state of cellular growth. These passages occur during the first developmental week. Postmitotic neurons express a large set of TFs driving differentiation. By the fourth week, growth achieves a plateau and previously expressed programs shut down to activate a set of TFs driving homeostatic control of neuronal function (homesotasis state). During this final interval, aGCs are known to become fully integrated in the preexisting network. The heatmap (bottom panel) depicts the expression of the example TFs listed below (pseudo-color scale is the same as in Fig. 3C). Squared TFs were expressed both in the quiescent and homeostatic states.

TFs and regulons dominating the fourth state included *Bcl6*, *Foxo1*, *Klf9*, *Hlf*, *Tef*, *Anxa11*, and *Atf6*. The known functions of these TFs suggest that they might coordinate a fine homeostatic regulation. For instance, deletion of *Foxo* family TFs has been shown to impair autophagy, leading to aberrant dendritic growth and increased spine density in aGCs (*51*). *Bcl6* acts, in part, through Foxo1 to control neuron survival (*54*). *Klf9* knockout resulted in increased spine density and impaired functional maturation in aGCs (*68*). Moreover, genetic ablation of *Hlf* and *Tef* in cultured neurons triggered a disproportionate up-regulation of input excitation when deprived of activity (*52*). This evidence points to a central role of these TFs in the homeostatic regulation of excitatory neuronal connectivity. *Anxa11* and *Atf6* have been associated with calcium homeostasis (*53*, *69*, *70*). *Foxo1*, *Tef*, *Atf6*, and *Mkx* share a common downstream TF, *Hivep2* (Schnurri-2), whose knockout provoked global alterations in the morphology of dentate gyrus GCs (*71*). Last, *Glis3*, a TF that was selectively expressed in RGLs and then up-regulated in GCmat1, has been associated with autophagy and with the regulation of neuronal growth and complexity (*72*). Together, the regulatory roles of these TFs and their late expression support a hypothesis whereby neuronal maturation is orchestrated by shutting down molecular cascades promoting differentiation and by awaking signaling pathways controlling cellular homeostasis. The data presented here opens a new scenario to unravel the temporal dynamics involving master transcriptional regulators that control neuronal maturation in the healthy adult brain and will serve as the basis to identify mechanisms contributing to aberrant circuit remodeling in brain disorders.

## MATERIALS AND METHODS

### Animals

Male and female C57Bl/6J wild-type and genetically modified mice (6 to 8 weeks of age) were housed at four to five mice per cage in standard conditions. For adult neurogenesis snRNA-seq experiments, *Ascl1^CreERT2^* [*Ascl1^tm1(Cre/ERT2)Jejo/J)^*] mice were crossed to *CAG^floxStop-Sun1/sfGFP^* [B6.129*-Gt(ROSA)26Sort^m5.1(CAG-Sun1/sfGFP)Nat/MmbeJ^*] conditional reporter line to generate Ascl1^CreERT2^;CAG^floxStop-Sun1/sfGFP^ mice, which were used to reliably target adult-born GC nuclei (*30*, *31*, *73*). TAM induction (120 μg/g, four injections in two consecutive days) resulted in the expression of Sun1-sfGFP in the nuclear envelope of Ascl1^+^ cell progeny. Mice were anesthetized (150 μg of ketamine/15 μg of xylazine in 10 μl of saline per gram) and euthanized at the indicated times after TAM induction: 1, 2, 4, and 8 weeks for dataset 1 and 2, 3, 4, 5, and 8 weeks for dataset 2. Mice were maintained in C57BL/6J background. Experimental protocols were approved by the Institutional Animal Care and Use Committee of the Leloir Institute (CICUAL-FIL 85), according to the Principles for Biomedical Research involving animals of the Council for International Organizations for Medical Sciences and provisions stated in the *Guide for the Care and Use of Laboratory Animals*. Leloir Institute is approved as a foreign facility by the Office of Laboratory Animal Welfare of the US National Institutes of Health (F18-00411).

### Tissue dissection

Mice were deeply anesthetized (ketamine/xylazine, as described above), and brains were carefully removed and placed into ice cold Earl’s balanced salt solution (117 mM NaCl, 5.4 mM KCl, 1 mM NaH_2_PO_4_, 26 mM NaHCO_3_, 5.6 mM glucose, 1.8 mM CaCl_2_·2H_2_O, and 0.8 mM MgSO_4_) with trehalose (5% v/v) and kynurenic acid (0.8 mM_ (*74*). Dissection solution was equilibrated in 95% O_2_/5% CO_2_ before use. The brain was cut along the longitudinal fissure, and the regions posterior to lambda were cut off. Under a dissection microscope and upon removal of the diencephalon, the medial side of the hippocampus was exposed. The dentate gyrus was isolated by inserting a sharp-needle tip and sliding it superficially along the septotemporal axis of the hippocampus. The dissected tissue was placed in a 0.5-ml microcentrifuge tube with a minimal amount of medium, flash-frozen on dry ice, and stored at −80°C until use.

### Nuclei isolation and FACS sorting

Nuclei were isolated as previously described with several modifications (*75*). Dounce tissue grinder and pestles were sequentially washed with 100% EtOH, ribonuclease (RNAse) Zap (Sigma-Aldrich, catalog no. R2020), and two to three rounds with RNAse-free water and lastly rinsed with EZ Lysis Buffer (Sigma-Aldrich, catalog no. NUC-101). All material and buffers were chilled on ice. The tissue was transferred to a chilled dounce prefilled with 2 ml of ice-cold EZ Lysis Buffer and homogenized slowly with 20 to 25 strokes of pestle A, followed by 20 strokes with pestle B. Suspension was transferred to a chilled tube and incubated on ice 5 min. Then, the suspension was centrifuged at 500*g* for 5 min at 4°C, and the supernatant was removed. The pellet was resuspended in 4 ml of ice-cold EZ Lysis Buffer, and, after a second round of ice incubation and centrifugation, the isolated nuclei were resuspended in 4 ml of ice-cold Nuclei Suspension Buffer (NSB) [1× RNase-free molecular biology–grade phosphate-buffered saline, 0.1% molecular biology–grade bovine serum albumin (BSA; 100 μg/ml), and RNase inhibitor (0.2 U/μl)]. Last, nuclei were centrifuged at 500*g* for 5 min at 4°C and, after removing the supernatant, were resuspended in 1 ml of NSB-Ruby (final Ruby concentration, 1:500) and filtered twice through a 35-μm cell strainer to remove as many debris as possible. Nuclei were kept on ice until sorting (Harvard University, Bauer Core Facility, BD FACSAria II) into 96-well plates, pre-coated with BSA to reduce adherence and improve recovery, containing with ~10 to 20 μl of rich NSB [with final RNase inhibitor (2 U/μl) and 1% BSA]. The final nuclei concentration was determined using a C-chip Neubauer counting chamber and Trypan Blue (1:2 final dilution). Nuclei were immediately loaded for single-cell GEM formation (10x Genomics, single-cell RNA sequencing 3′, Chromium v3.1).

### 10x Genomics Chromium

Dataset sampling for snRNA-seq experiments was carried out within a minimal time interval, processing two time points in a single experiment each day to minimize batch effects. For each time point, four dentate gyri (left hemispheres) from male and female mice were pooled. If needed to increase nuclei number, then dentate gyri from the right hemisphere were also processed (dataset 2). For snRNA-seq, nuclei were loaded in the 10x Genomics chips aiming to recover 2000 to 10,000 nuclei. cDNA amplification and library construction were done following 10x Genomics protocols. For both dataset 1 and dataset 2, libraries were generated using Chromium v3.1, quantified in BioAnalyzer, and sequenced on an Illumina HiSeq or NovaSeq. Samples were sequenced to a depth of 40 to 70,000 reads per cell.

### RNA in situ hybridization

For validation of cluster markers, mice were anesthetized, and the brains were removed and placed into the ice-cold dissection solution (described above). Hippocampi were dissected under a microscope and immediately embedded in OCT on dry ice and stored at −80°C. Sections of 14 μm covering the anterior-posterior axis of the dentate gyrus were collected in a cryostat. Sections were placed for 1 hour at −20°C and stored at −80°C until use. Fluorescent multiplex RNA in situ hybridization was performed using the RNAscope Fluorescent Multiplex Reagent Kit (Advanced Cell Diagnostics), according to the manufacturer’s instructions. Briefly, thawed sections were fixed in 4% paraformaldehyde and dehydrated in sequential incubations with ethanol, followed by 30 min of protease IV treatment. Mice were exposed to the enriched environment for 48 hours (Fig. 6E) before tissue sample preparation as described above. Appropriate hybridization probes [Advanced Cell Diagnostics, catalog nos. 429291-C1 (Acvr1c), 807961-C2 (Nell1), 441441-C1 (Sema3c), 430781-C3 (Slc1a3), 488851-C2 (Igfbpl1), 491961-C2 (Elavl2), 429641-C1 (Eomes), 474721-C1 (Cpne4), 501101-C2 (Slc17a7), 463451-C1 (Ptchd4), 413271-C1 (Bcl11b), and 515491-C2 (Plxna4)] were incubated for 2 hours at 40°C, followed by amplification steps (according to protocol) and 4′,6-diamidino-2-phenylindole (DAPI) counterstaining, and tissue was mounted with gerbatol to prevent bleaching.

### Production of viral vectors

A replication-deficient retroviral vector based on the Moloney murine leukemia virus was used to specifically transduce aGCs as done previously (*18*, *46*). Retroviral particles were assembled using three separate plasmids containing the capside (CMV-vsvg), viral proteins (CMV-gag/pol), and the transgenes: CAG-GFP, CAG-EGFP-IRES-Sox11, and CAG-EGFP-IRES-Sox4. Plasmids were transfected onto human embryonic kidney (HEK) 293T cells using deacylated polyethylenimine. HEK 293T cells were cultured in Dulbecco’s modified Eagle’s medium with high glucose, supplemented with 10% fetal calf serum and 2 mM glutamine. Virus-containing supernatant was harvested 48 hours after transfection and concentrated by two rounds of ultracentrifugation. Virus titer was typically ~10^5^ particles per microliter.

### Stereotaxic surgery for retroviral delivery

Running wheel housing was only available 2 to 3 days before surgery to maximize the number of retrovirally transduced neurons. The wheel was removed 1 day after surgery. For the stereotaxic procedure, mice were anesthetized, and retroviral particles were infused into the dorsal region of the right dentate gyrus (1 to 1.5 μl at 0.15 μl/min) using sterile-calibrated microcapillary pipettes through stereotaxic references. Coordinates from bregma: −2 mm anteroposterior, −1.5 mm lateral, and −1.9 mm ventral. A single injection site was sufficient to label an abundant number of neural precursor cells. Brain sections were prepared 5 weeks after infection for immunofluorescence or electrophysiological recordings.

### Immunofluorescence

Immunostaining was performed in 60-μm-thick free-floating coronal sections throughout the septal fraction of the hippocampus from *Ascl1^CreERT2^;CAG^floxStop-Sun1/sfGFP^* or retrovirally injected mice. Antibodies were applied in tris-buffered saline with 3% donkey serum and 0.25% Triton X-100. Immunofluorescence was performed using the following primary antibodies: DCX (rabbit polyclonal; 1:1500; Abcam) and green fluorescent protein (GFP; chicken immunoglobulin Y fraction; 1:500; Aves Labs Inc.). The following corresponding secondary antibodies were used: donkey anti-chicken Cy2 or Cy3 and donkey anti-rabbit Cy5 1:250 (Jackson ImmunoResearch Laboratories). Incubation with DAPI (10 min) for nuclear counterstain was performed. Slices were mounted and covered with gerbatol to prevent bleaching.

### Confocal microscopy

Sections from the septal hippocampus according to the mouse brain atlas (antero-posterior, −0.94 to −2.46 mm from bregma) were included (*76*). Images were acquired using an 880 LSM Airyscan microscope (Carl Zeiss, Jena, Germany). Analysis of antibody expression was restricted to cells with fluorescence intensity levels that enabled clear identification of their soma. For Sox/GFP experiments, images were acquired (40×; numerical aperture, 1.2) from 60-μm-thick sections, and colocalization was assessed using single optical planes (airy unit = 1). For RNAscope experiments (Fig. 6), images were acquired from 14-μm-thick hippocampal slices. Dot area quantification was performed in ImageJ/Fiji applying the Otsu threshold as suggested by the manufacturer (Advanced Cell Diagnostics). All experiments were done with control versus treatment conditions blind to the operator. For experiments shown in Fig. 7, images were acquired using deconvolution software (Zeiss Zen blue 3.3).

### Electrophysiology

Five weeks after retroviral injection, mice were anesthetized and brains were removed into a chilled solution containing: 110 mM choline-Cl^−^, 2.5 mM KCl, 2.0 mM NaH_2_PO_4_, 25 mM NaHCO_3_, 0.5 mM CaCl_2_, 7 mM MgCl_2_, 20 mM dextrose, 1.3 mM Na^+^-ascorbate, 0.6 mM Na^+^-pyruvate, and 4 mM kynurenic acid. Slices (400-μm thick) were cut in a vibratome (Leica VT1200S) and transferred into a chamber containing artificial cerebrospinal fluid: 125 mM NaCl, 2.5 mM KCl, 2.3 mM NaH_2_PO_4_, 25 mM NaHCO_3_, 2 mM CaCl_2_, 1.3 mM MgCl_2_, 1.3 mM Na^+^-ascorbate, 3.1 mM Na^+^-pyruvate, and 10 mM dextrose (315 mosmol). Slices were maintained with 95% O_2_/5% CO_2_ at 30°C for >1 hour before experiments started. Whole-cell recordings were performed at 23 ± 2°C using microelectrodes (3 to 5 megohms) pulled from borosilicate glass (KG-33; King Precision Glass) and filled with 120 mM K-gluconate, 20 mM KCl, 5 mM NaCl, 4 mM MgCl_2_, 0.1 mM EGTA, 10 Hepes, 4 mM tris–adenosine 5′-triphosphate, 0.3 mM tris–guanosine 5′-triphosphate, 10 mM phosphocreatine, Alexa Fluor 488 or 594 (10 μg/ml; Invitrogen), pH 7.3, and 290 mosmol. Recordings were obtained using an Axopatch 200B amplifier (Molecular Devices), digitized (Digidata 1322A), and acquired at 10 kHz into a personal computer using the pClamp 9 software (Molecular Devices). Recorded neurons were visually identified in the GC layer by fluorescence (fluorescein isothiocyanate fluorescence optics; DMLFS, Leica) and infrared differential interference contrast videomicroscopy. Input resistance was obtained from current traces evoked by a hyperpolarizing step of 10 mV. In current-clamp recordings, the resting membrane potential was kept at −70 mV by passing a holding current. Criteria to include cells in the analysis were visual confirmation of GFP in the pipette tip and absolute leak current <50 pA at −60 mV. Series resistance was typically <25 megohms, and experiments were discarded if >45 megohms. In all experiments, control or Sox11 overexpression treatments were blind to the operator.

### snRNA-seq processing

We used STARsolo 2.7 to align the snRNA-seq reads to the GRCm38 mouse genome. Multi-mapped reads were excluded, and both exonic and intronic counts were considered. We used default parameters to count unique molecular identifier and filter high-quality cells to generate gene-by-cell count matrices. Quality control (QC) and downstream data processing were performed using scran and scDblFinder bioconductor libraries (*77*, *78*). All scripts used to perform the present analysis were included in the companion website https://github.com/chernolabs/NeuronalSwitch.

For dataset 1, we removed 80 nuclei with <1000 detected features and 636 nuclei identified as doublets by scDblFinder out of the 17,046 nuclei that passed the STARsolo quality filter. 

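Of the 17046 deposited barcodes, 77 had fewer than 1000 features, all of them in w1, and 37 had more than 1% mitochondrial counts. In all, 2679 barcodes have no column in the expression table, 410 in w1, 373 in w2, 1628 in w4 and 268 in w8. The authors' doublet calls were not used here, so the barcodes removed for that reason could not be told from others.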

We also eliminated 839 low-quality nuclei identified by either (i) a multivariate outlier detection procedure (adjOutlyingness function of robustbase R library) based on low library sizes, low number of detected features, and large mitochondrial (Mt) content, or (ii) presenting more than 1% of Mt counts. Features with >20 molecules and detected in >1 and < 80% of filtered nuclei were retained. In addition, we removed specific genes (*Ehd2*, *Espl1*, *Jarid1d*, *Pnpla4*, *Rps4y1*, *Xist*, *Tsix*, *Eif2s3y*, *Ddx3y*, *Uty*, *Kdm5d*, *Rpl26*, *Gstp1*, *Rpl35a*, *Erh*, *Slc25a5*, *Pgk1*, *Eno1*, *Tubb2a*, *Emc4*, and *Scg5*) to mitigate possible sex and stress effects on downstream analysis (*28*). The data were normalized using the scran library in accordance with the OSCA pipeline (*79*). We executed a quick clustering for each time point independently, normalized nuclei in each cluster separately, and rescaled the size factors to be comparable across clusters. Last, we computed the log_2_ of the data and considered a pseudo-count value of 1 to generate a normalized expression matrix. After scaling and log-normalizing gene expression values, we used the scran modelGeneVar function to identify the 3000 most variable genes in their log-expression profiles.

For dataset 2, 32,621 nuclei successfully passed the STARsolo quality filter. Subsequently, we identified and discarded 1015 doublets and 4808 low-quality nuclei using the QC protocol applied to dataset 1. The entire curation process yielded a high-quality dataset comprising 26,798 nuclei and 14,220 informative features. We considered inter-nucleus similarities using the Pearson correlation measure within the subspace spanned by the top 20 principal components. We lastly retained for further analysis 26,716 nuclei that were part of graph components larger than 30 nodes. We then used the batchelor Bioconductor package to investigate the biological reproducibility between datasets 1 and 2. Some dataset 1 nuclei occupied a region in reduced dimensionality spaces [principal components analysis (PCA), *t*-SNE, and uniform manifold approximation and projection (UMAP)] not represented in dataset 2. Using a *k* = 20 mKNN graph estimated from the largest 20 PCA components (similarities obtained from Pearson correlation values), we verified that these nuclei formed two Louvain clusters composed of 1071 nuclei from 4-week-old samples. 

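In w4, 1625 barcodes passed the stated filters and were left out of the expression table. More UMIs of male than of female genes were found in 1055 of them, or 64.9% (Clopper-Pearson interval 62.5 to 67.2%), against 17.2% (16.0 to 18.4%) of the 3831 kept nuclei of w4. Reading only barcodes with at least 3 such UMIs gave 60.3 and 9.35%. The deposited files do not mark the clusters the authors removed. In own clusters of all barcodes, 1170 of the left-out nuclei fell in communities named GCmat1, as did 109 kept nuclei of w4. Of the 1170, 953 (81.5%) were male. The communities were named by their kept nuclei alone, so the name does not show that the left-out ones were GCmat1.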

Noticeably, we found that 85% of nuclei in these clusters exhibited higher expression of male-associated genes (*Ddx3y*, *Uty*, and *Eif2s3y*) than female-associated genes (*Xist* and *Tsix*), suggesting that they could belong to a single male mouse, potentially a biological outlier. Therefore, we reprocessed de novo dataset 1, excluding these nuclei that resulted in 14,441 high-quality nuclei and 13,353 features. To get a proxy of the biologically relevant manifold, we constructed an mKNN graph (*k* = 40) considering the Pearson correlation similarity measure estimated from the 20 largest PCA components. As we did with dataset 2, we discarded nuclei that were found in small components (<30 elements) of this mKNN graph. The remaining 14,367 nuclei were grouped into communities considering the Louvain algorithm. This initial graph-based clustering was further refined to produce 13 communities for which specific markers were identified (see Results). We used Seurat’s label transfer functionality to impute cluster labels for dataset 2. Only seven nuclei were identified as NB2, probably due to the fact that dataset 2 did not include a time point at 1 week. These nuclei were disregarded for subsequent analysis. We determined DEGs between nuclei groups using the FindMarkers function from the scran library (pairwise *t* test). 

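On this scale the deposited values gave the genes of Table S3. The difference of mean log2 expression over all nuclei of both clusters matched the table's fold change to within 5.0e-06 for every gene whose symbol could be matched, and a 1.5-fold difference was passed by 1530 genes over the 9 comparisons of trajectory clusters and astrocytes, as many as the table lists. The t test counts each nucleus as a replicate, so its p-values do not cover differences between animals, which the 4 pools do not resolve either.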

Cluster marker genes were identified as highly ranked DEGs between the query group and all other clusters.

### Pseudo-time determination

The slingshot 2.4.0 R package was used to fit developmental trajectories to nuclei of the following clusters: RGL, NPC, NB1, NB2, GCimm1, GCimm2, GCyoung, and GCmat1 (*80*). 

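Pseudo-time values were missing for 220 nuclei of GCmat1, 216 of them in w8 and 4 in w4, and for all 209 nuclei of GCmat2. In w8, GCmat1 nuclei without a value had 55.5 CPM of Trhr and 112 of Chrm3, against 1.61 and 2.88 in those with one.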

We excluded from this analysis GCmat2 nuclei and 383 GCmat1 nuclei with strong expression signal of ventral genes (*81*, *82*). We considered the UMAP (three-dimensional) low-dimensional coordinates to fit principal curves and produce pseudo-time estimations (PCA-3dim and PCA-20dim produced similar density profiles along the corresponding pseudo-time coordinates). A similar procedure was used for dataset 2. For the sake of the pseudo-time analysis, a cluster refinement of the Seurat label transferred partition was considered to correct visible misclassifications observed in UMAP space. This issue affected <3% of nuclei (mainly involving astrocytes, pericytes, RGL, and NPC nuclei; see 05_DS2_SeuratLT.R in the web companion site).

### TF expression cascades

We considered 703 mouse TFs listed in the dorothea 1.8.0 R package that passed the QC feature filtering step (*83*). We tested whether these genes were significantly expressed along the pseudo-time coordinate using the difftest function of the TSCAN 1.34 R package. Likelihood ratio tests were performed to compare a generalized additive model with a constant fit to get the *P* values, with 201 TFs showing false discovery rate (FDR)–adjusted *q* value < 0.05. A custom script (09_cascades_Tfs.R in the web companion site) was used to identify TFs that were shutdown (112) or turned on (69) at specific clusters in this dataset (Fig. 3C and fig. S4C).

### Gene Ontology analysis

GO enrichment analyses was performed using ShinyGO 0.77 (http://bioinformatics.sdstate.edu/go/) (*84*).

### SCENIC regulons

SCENIC 1.3.1 R package was used on dataset 2 to uncover relevant TFs and their targets [regulons; (*85*)] along the developmental path (Fig. 3B and fig. S4B). RSSs (*50*) were used to analyze changes in regulon activity between consecutive states. Groups of nuclei were defined using a pseudo-time window of 5 U centered around local maximums (peaks) of the pseudo-time density distribution. This procedure resulted in 3840, 799, 7270, and 4119 nuclei assigned to the first, second, third, and fourth peaks, respectively.

### Visualization and graphical reports

We used Force Atlas 2 layout algorithm, implemented in Gephi to produce 2-dim visualization of mKNN graphs (*86*). Heatmaps, volcano plots, violin plots, dot plots, and spike plots were produced using the scX R package (https://chernolabs.github.io/scX/) (*88*).

### Statistical analysis

All data were presented as means ± SEM, and analyses were performed blind to the operator. Electrophysiological data were analyzed using Clampfit, immunofluorescence colocalization was verified using Zen blue 3.2, and RNAscope images were quantified using ImageJ software. Analyses were performed using GraphPad Prism 10 (GraphPad Software, CA, USA). Two-group comparisons were conducted with unpaired Student’s *t* test after data passed three normality tests (D’Agostino and Pearson, Shapiro-Wilk, and Kolmogorov-smirnov) or Mann-Whitney *U* test for nonparametric data. Comparisons across multiple groups were done using Kruskal-Wallis test, and data shown in Fig. 7G was compared using two-way analysis of variance (ANOVA).

*Note added in proof*: After acceptance, the authors became aware of a recently published paper: T. V. Waichman, M. L. Vercesi, A. A. Berardino, M. S. Beckel, D. Giacomini, N. B. Rasetto, M. Herrero, D. J. Di Bella, P. Arlotta, A. F. Schinder, A. Chernomoretz, scX: a user-friendly tool for scRNAseq exploration. *Bioinform. Adv.* **4**, vbae062 (2024). This added reference describes the routines that have been used to interrogate the dataset and make figures.

# Supplementary material for: Transcriptional dynamics orchestrating the development and integration of neurons born in the adult hippocampus
**Source:** Sci Adv. 2024 Jul 19;10(29):eadp6039. doi: 10.1126/sciadv.adp6039
**Supplement:** Supplementary file 1 — Figs. S1 to S9 Legends for tables S1 to S5

Supplementary Materials for  
**Transcriptional dynamics orchestrating the development and integration  
of neurons born in the adult hippocampus**

Natalí B. Rasetto *et al.*

*Sci. Adv.* **10**, eadp6039 (2024)  
DOI: 10.1126/sciadv.adp6039

**The PDF file includes:**

Figs. S1 to S9  
Legends for tables S1 to S5

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S5

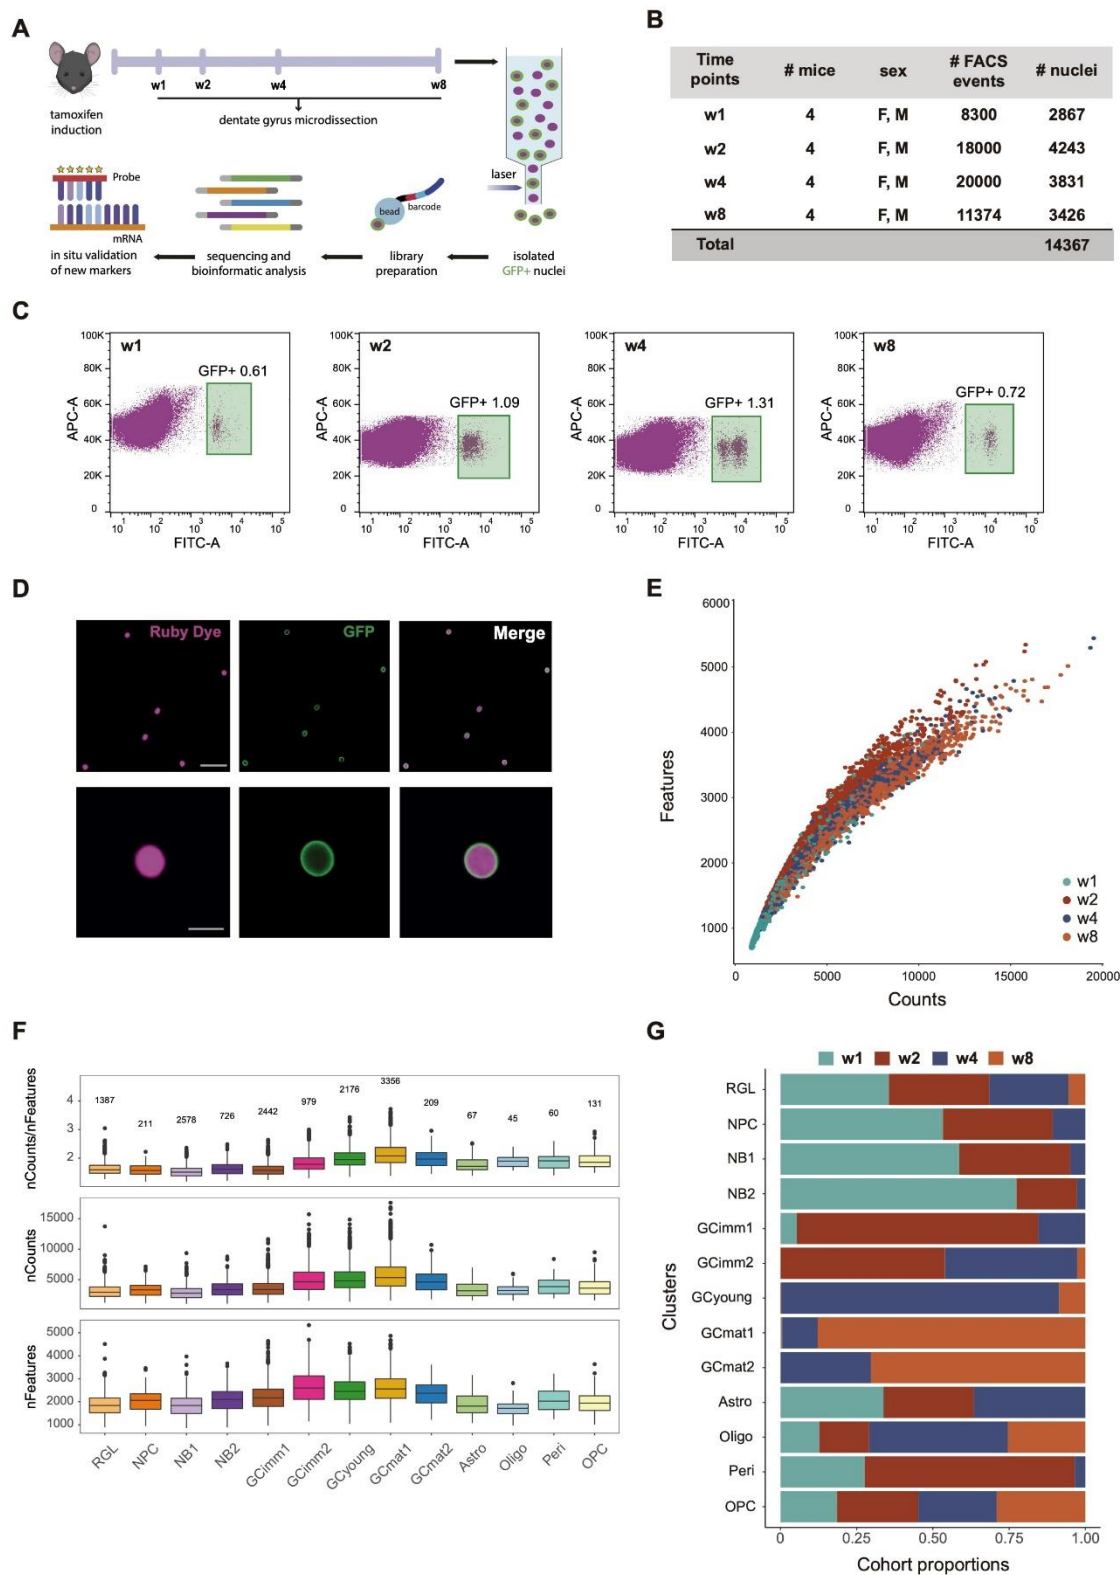

**Figure S1**

**Figure S1. Experimental pipeline and quality control for dataset 1.** (A) *Ascl1*<sup>CreERT2</sup>; *CAG*<sup>flxStop-Sun1/sfGFP</sup> mice received tamoxifen (TAM) injections to label nuclei from the progeny of RGLs and NPCs. Dentate giri were microdissected at the indicated timepoints (cohorts). Each cohort of GFP<sup>+</sup> nuclei was FACS-purified and processed separately using 10x Chromium technology for cDNA library preparation and sequencing. Markers were studied by fluorescence *in situ* hybridization. (B) Nuclei composition for each cohort, indicating mice number and sex (F, females; M, males), number of FACS-sorted, and analyzed nuclei. (C) FACS sorting of Ruby<sup>+</sup>/GFP<sup>+</sup> nuclei. Scatter plots of ruby dye intensity vs. log(GFP intensity) for purified nuclei isolated at w1, w2, w4 and w8. Green squares highlight the GFP<sup>+</sup>/Ruby<sup>+</sup> population, with the number indicating % GFP<sup>+</sup> nuclei in the total population. (D) Confocal images of FACS-purified Ruby<sup>+</sup> nuclei exhibiting GFP anchored to the nuclear membrane. Scale bars: 50  $\mu$ m (upper panels) and 10  $\mu$ m (lower panels). (E) Quality measurements of snRNA-seq libraries. Scatter plot depicting the number of genes (features) vs. the number of mRNA molecules (counts) per nuclei for each timepoint. snRNA-seq detected similar number of genes and transcript molecules across cohorts. (F) Quality measurements of snRNA-seq for each cluster. Box plots depict the number of counts, features, and their ratio. snRNA-seq detected similar number of genes and transcript molecules across clusters. (G) Contribution of timed cohorts to cluster composition.

**A**

| Time points | # mice | sex  | # FACS events | # nuclei |
|-------------|--------|------|---------------|----------|
| w2          | 4      | F, M | 24090         | 7685     |
| w3          | 4      | F, M | 15861         | 4975     |
| w4          | 4      | F, M | 25628         | 7498     |
| w5          | 4      | F, M | 10000         | 3139     |
| w8          | 4      | F, M | 17511         | 3419     |
| Total       |        |      |               | 26716    |

**B**

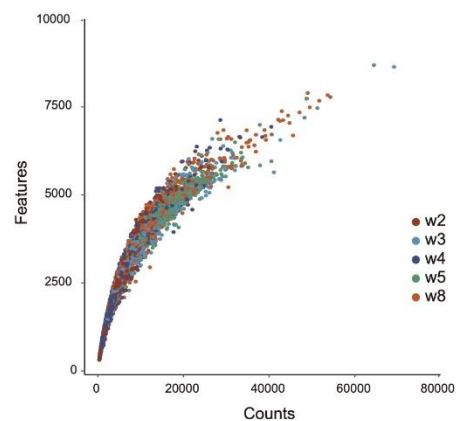

**C**

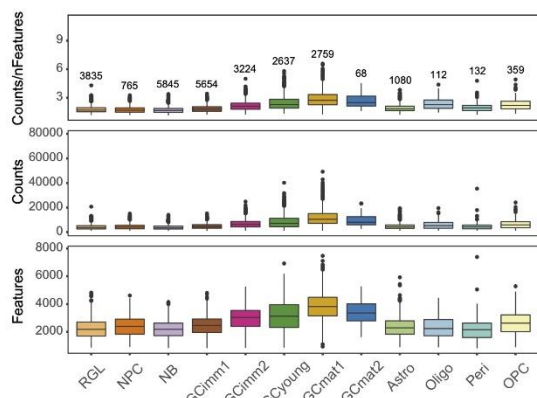

**D**

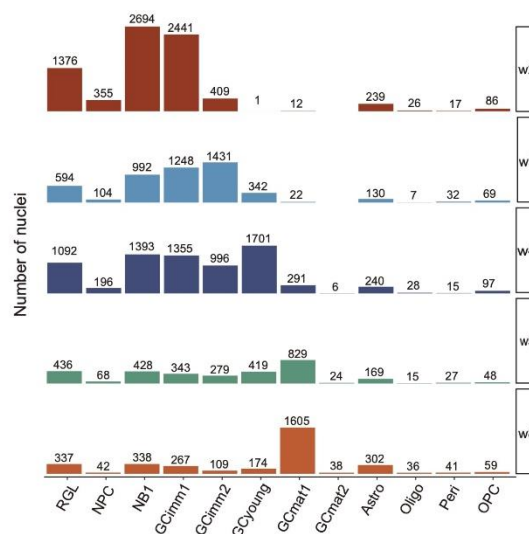

**E**

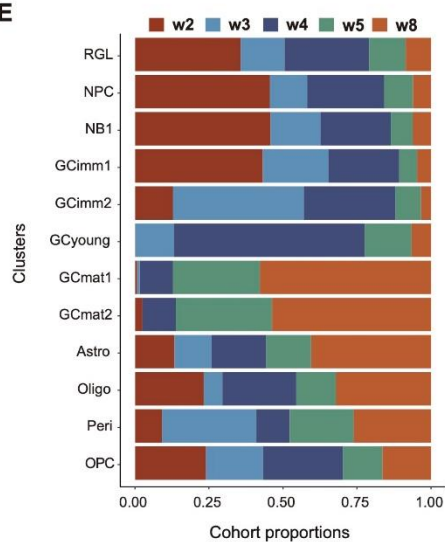

**F**

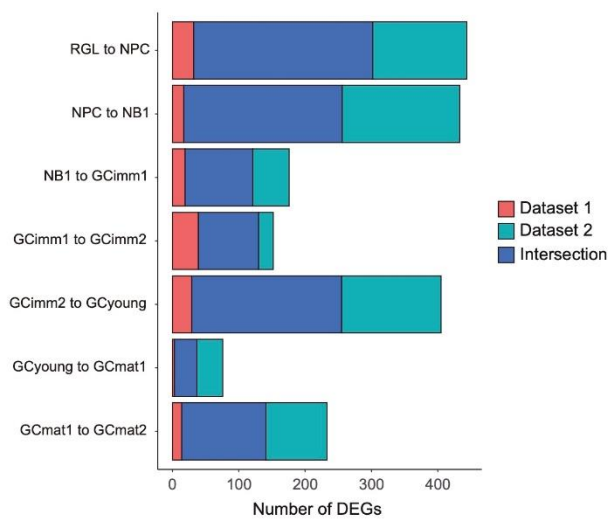

**Figure S2**

**Figure S2. Quality control and cluster distribution for dataset 2.** (A) Nuclei composition for each cohort, indicating mice number and sex (F, females; M, males), number of FACS-sorted, and analyzed nuclei. (B) Quality measurements of snRNA-seq libraries. Scatter plot depicting the number of genes (Features) vs. the number of mRNA molecules (counts) per nuclei for each timepoint. snRNA-seq detected similar number of genes and transcript molecules across cohorts. (C) Quality measurements of snRNA-seq for each cluster. Box plots depict the number of counts, features, and their ratio. snRNA-seq detected similar number of genes and transcript molecules across clusters. (D) Nuclei distribution in all clusters for each neuronal cohort. (E) Contribution of timed cohorts to cluster composition. (F) Bar chart indicating the number of DEGs between adjacent cluster transitions unique for dataset 1 (pink), dataset 2 (turquoise) and their intersection (blue).

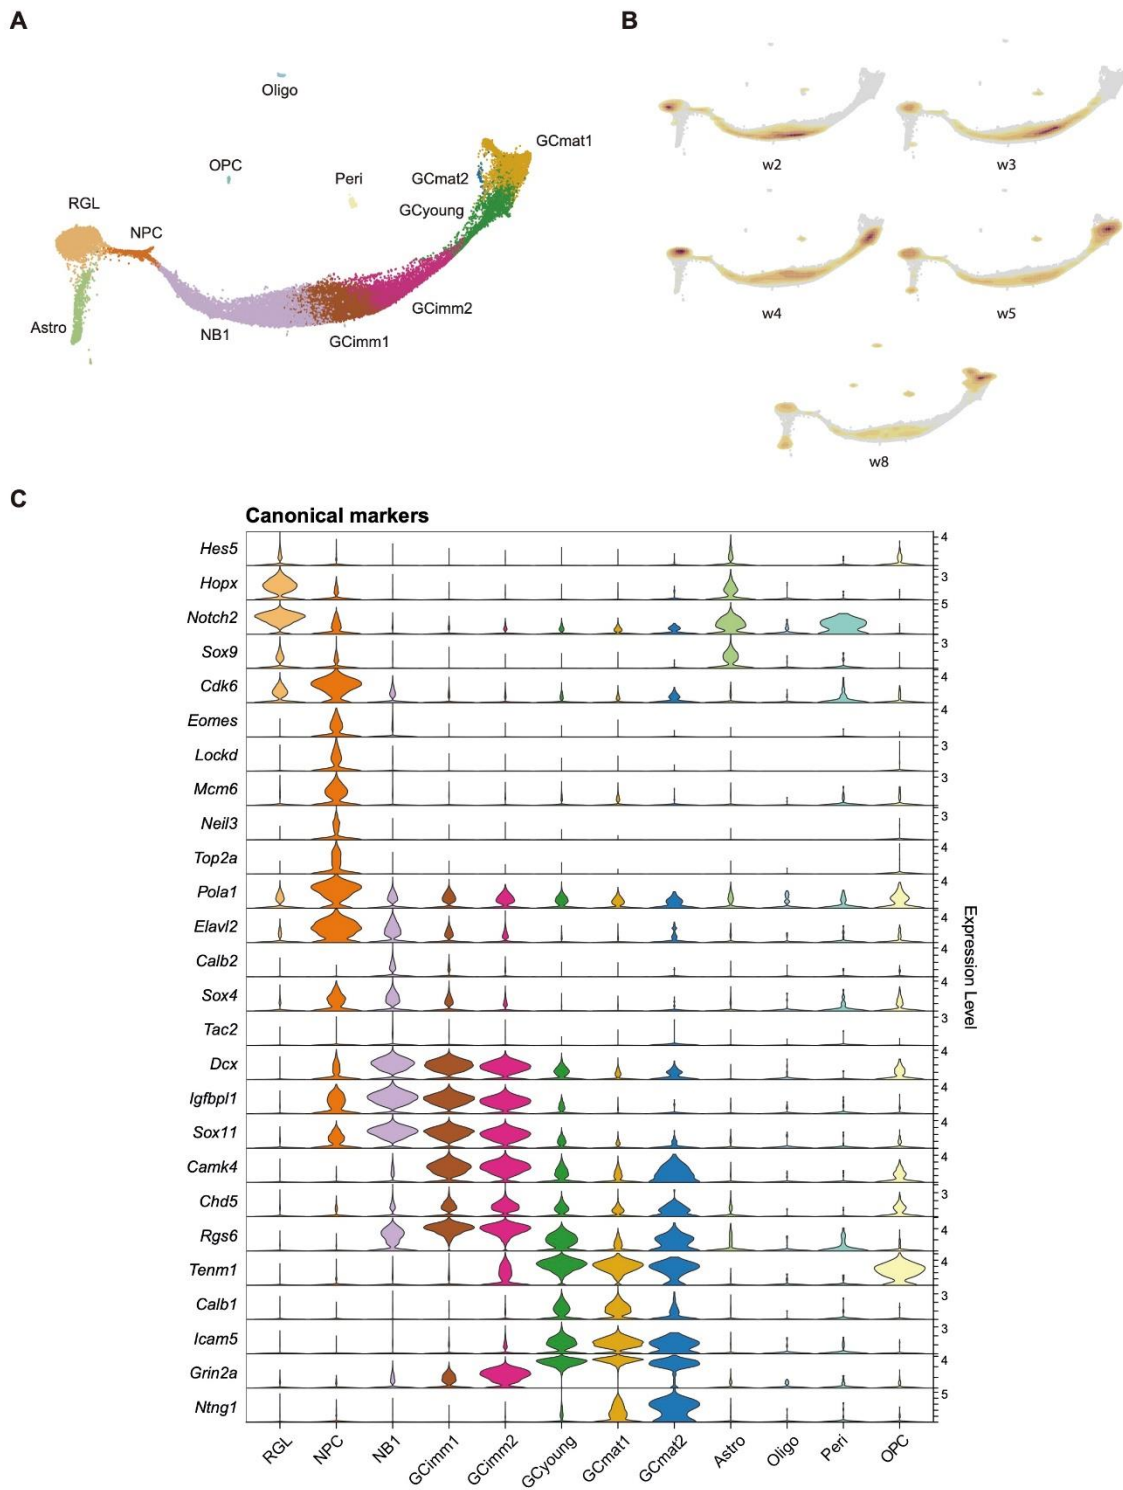

**Figure S3**

**Figure S3. Cluster identity and transitions in dataset 2.** (A) mKNN graph displaying cluster identity. (B) Progression of each cohort and their localization over the mKNN graph. Nuclei density is indicated by the yellow (low) to red (high) gradient. (C) Violin plot showing the expression level of canonical marker genes for the defined clusters. Note that most identified clusters are conserved with dataset 1, highlighting the reproducibility between experiments.

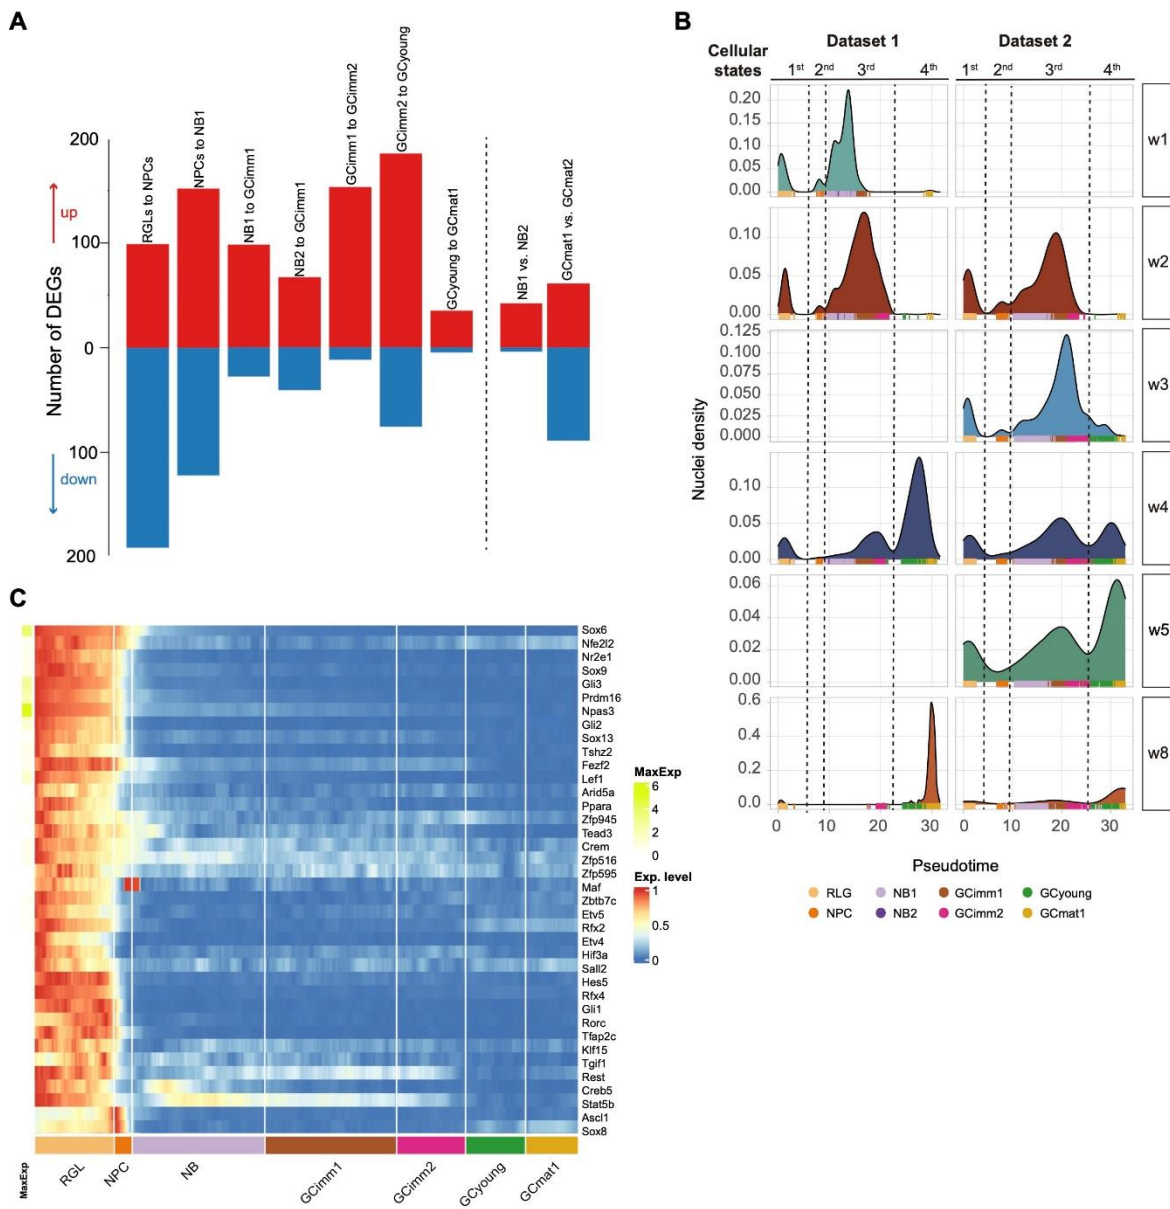

Figure S4

**Figure S4. Pseudotime and density profiles are conserved between datasets. (A)** DEGs between adjacent cluster transitions indicated on top (dataset 1; DEGs listed in Table S3). Additional comparisons (non-adjacent) are shown on the right. Up- and downregulated genes are shown in red and blue. **(B)** Density distribution of all nuclei along the pseudotime progression for each cohort, comparing datasets 1 and 2. The four cellular states are conserved: 1<sup>st</sup> RGL; 2<sup>nd</sup> NPC; 3<sup>rd</sup> NB1-GCimm1-GCimm2; 4<sup>th</sup> GCyoung-GCmat1. Dashed lines depict major transitions along development. Color codes below denote cluster identity **(C)** Heatmap displaying the row-wise normalized expression of transcription factors specific for RGLs, depicting additional transcripts to those shown in Fig. 3C. Maximum expression (MaxExp, colored scale on the right) is shown on the left. Pseudocolor scale on the right denotes mean expression level. Color-coded clusters are indicated below.

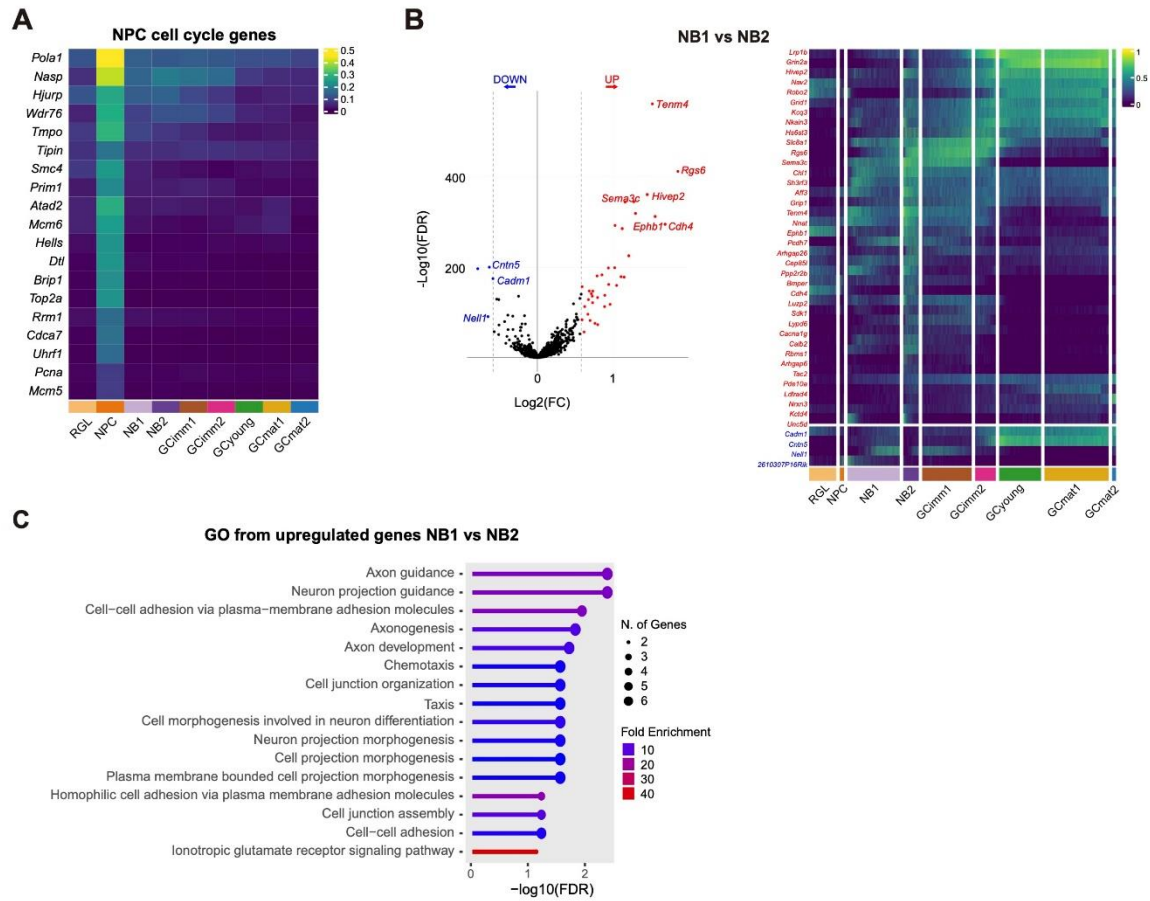

Figure S5

**Figure S5. Molecular signatures of early stages of adult neurogenesis.** (A) Heatmap showing the mean of row-wise normalized expression of canonical cell-cycle markers across clusters. Pseudocolor scale on the right denotes mean expression level. (B) Comparison between NB1 and NB2. Left panel: volcano plot showing differential expression analysis ( $FC \geq 1.5$  or  $\leq -1.5$  and  $FDR \leq 0.05$ ) with relevant gene examples. Right panel: heatmap showing the row-wise normalized expression of up- (red) and downregulated DEGs (blue) across clusters (top 50 genes per transition). Pseudocolor scale on the right denotes mean expression level. DEGs are listed in Table S3. (C) Top GO biological processes for the enrichment analysis of DEGs in the transition from NB1 to NB2. FDR cutoff = 0.05 (using ShinyGO 0.77). All data in the figure correspond to dataset 1.

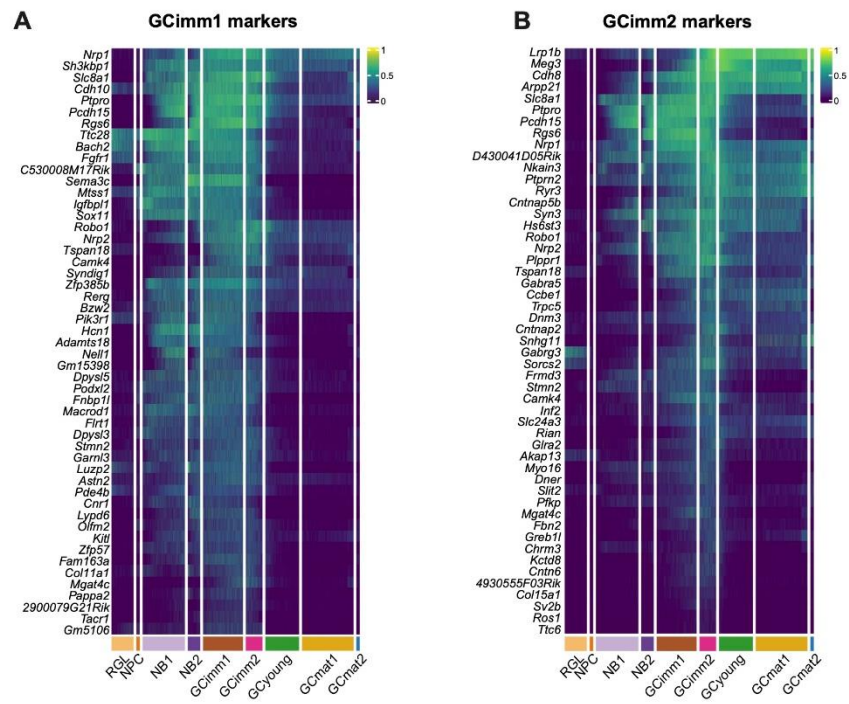

Figure S6

**Figure S6. Marker genes for GCimm.** (A,B) Heatmaps showing the row-wise normalized expression of marker genes for GCimm1 and GCimm2 across clusters (top 50 genes). Marker genes were selected as described in the Methods section. Pseudocolor scales on the right denote mean expression level. Data correspond to dataset 1.

### A Downregulated GO terms GCimm2 to GCyoung

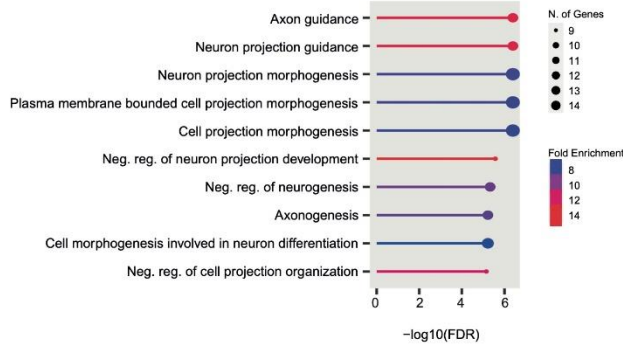

### B Upregulated GO terms GCimm2 to GCyoung

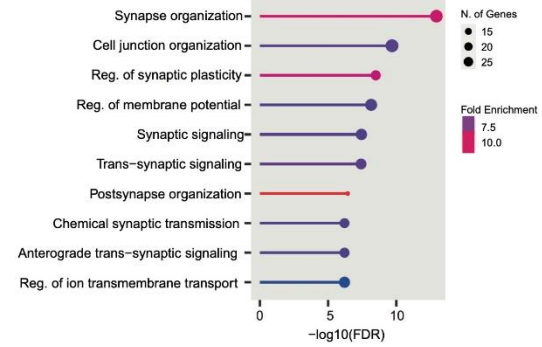

### C Downregulated DEGs defining GO terms

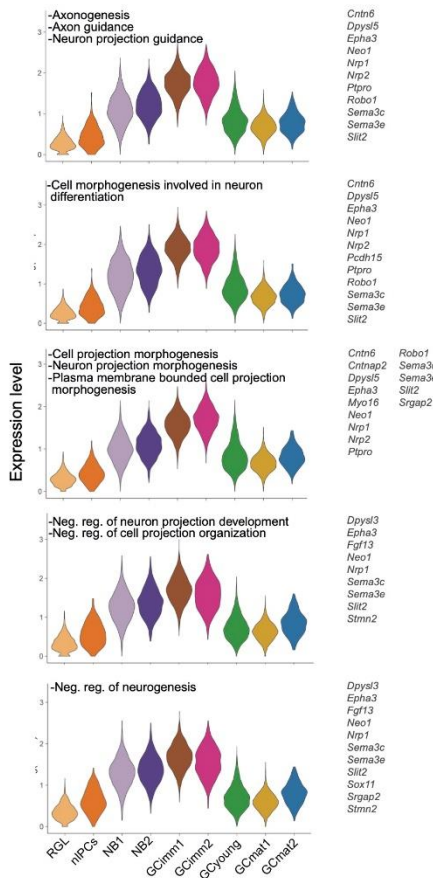

### D Upregulated DEGs defining GO terms

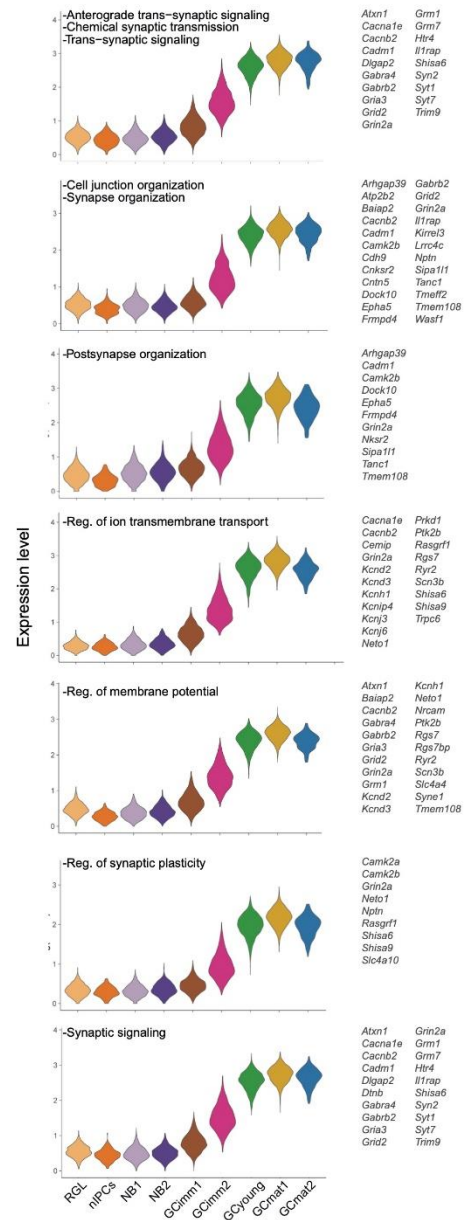

Figure S7

**Figure S7. Switch in biological processes during the exit from the immature state.** (A, B) GO biological processes are shown for the enrichment analysis of the top-50 DEGs in the transition from GCimm2 to GCyoung. FDR cutoff = 0.05 (using ShinyGO 0.77). (C, D) Violin plots showing the mean expression levels of DEGs for downregulated (C) and upregulated GO terms (D) for the defined clusters. All data in the figure correspond to dataset 1. DEGs are listed in Table S3.

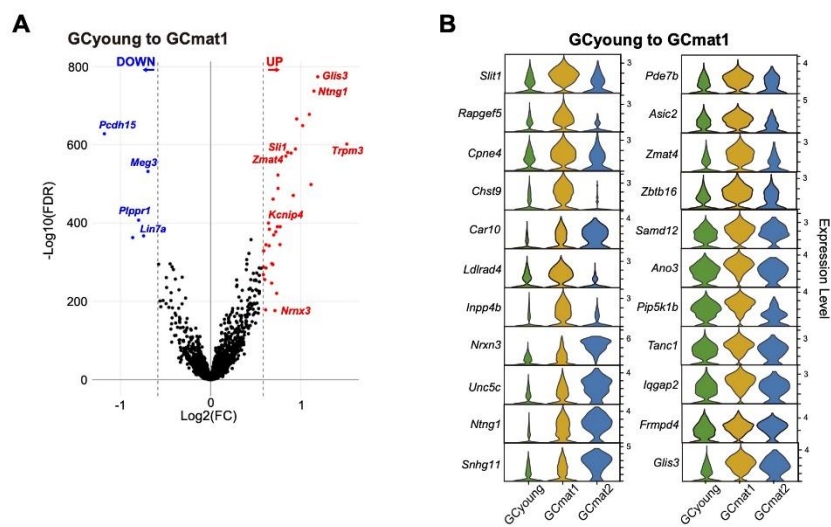

Figure S8

**Figure S8. GCyoung and GCmat1 displays subtle transcriptomic differences and share nuclei with ventral signature.** (A) Volcano plot showing differential expression analysis ( $FC \geq 1.5$  or  $\leq -1.5$  and  $FDR \leq 0.05$ ) displaying relevant gene examples. All DEGs are listed in Table S3. (B) Violin plots showing the expression level of upregulated DEGs of the GCyoung to GCmat1 transition. All data in the figure correspond to dataset 1.

**A**

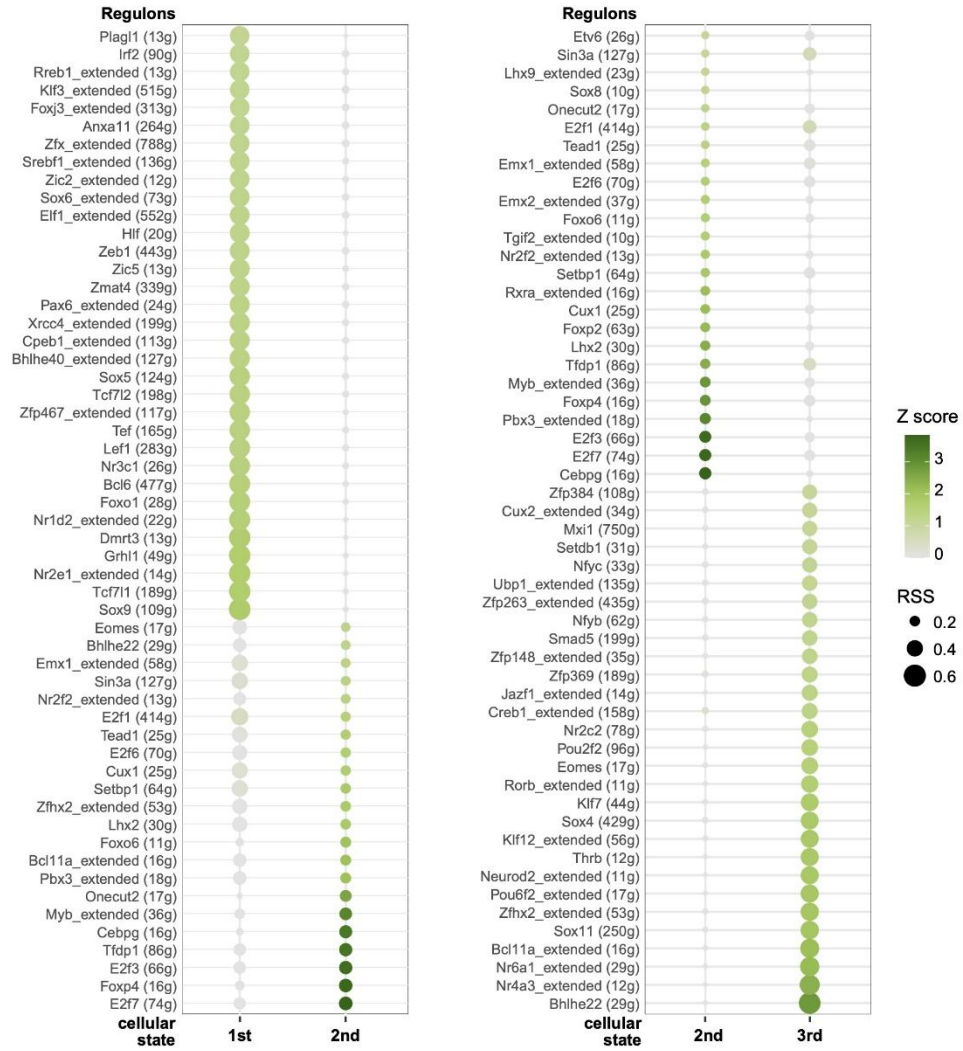

**B**

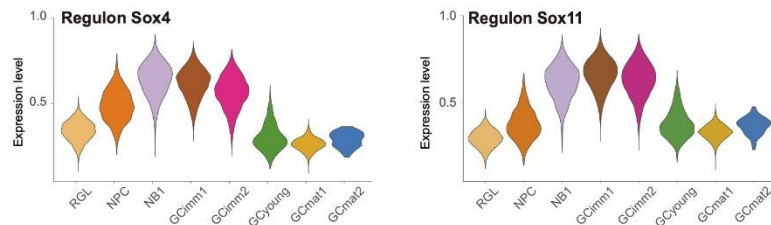

**C**

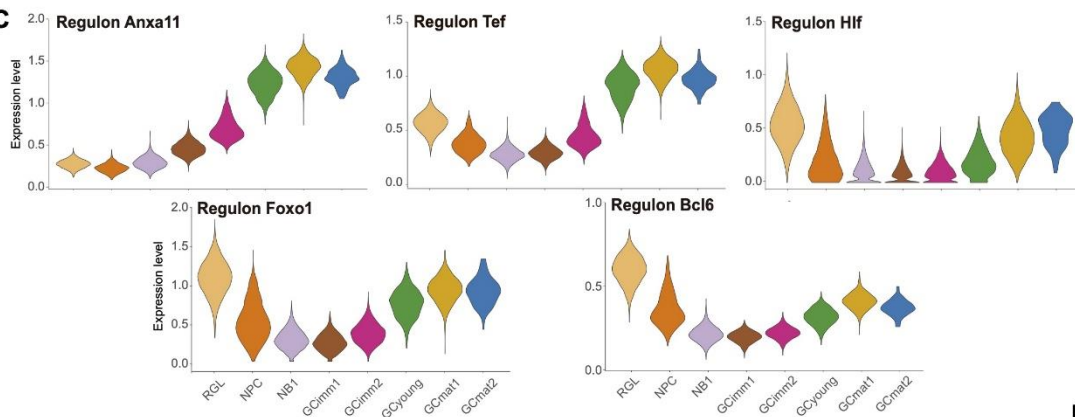

**Figure S9**

**Figure S9. Regulon expression for the different cellular states.** (A) Regulon activity analysis based on the expression levels of TF targets comparing the 1<sup>st</sup> with the 2<sup>nd</sup> and 2<sup>nd</sup> to the 3<sup>rd</sup> states. Each regulon contains targets genes identified by SCENIC according to the conserved DNA binding motifs in regulatory regions. Regulon sizes are shown in parentheses. Extended regulons include targets inferred by binding motif similarity. Regulon compositions are listed in Table S5. RSS: Regulon specificity score <sup>46</sup>. The z score color scale depicts standardized expression activity values. (B, C) Violin plots displaying the mean expression of transcripts that compose the indicated regulons. All data in the figure correspond to dataset 2.

## **ADDITIONAL SUPPLEMENTAL MATERIAL** (Excel files)

**Table S1. DATASET 1.** Top 100 genes with highest variability, corresponding to Figure 1E.

**Table S2. DATASET 2.** Differentially expressed genes for cluster transitions in dataset 2, corresponding to Figs. 3A; S2F.

**Table S3. DATASET 1.** Differentially expressed genes for cluster transitions in dataset 1, corresponding to Figs. S4A ; 4B,C; 5B,C; S2F, S5B, S8A.

**Table S4. DATASET 1.** Ion channels, neurotransmitter receptors, and molecules involved in synaptic transmission, corresponding to Figure 5E.

**Table S5. DATASET 2.** Regulons with differential expression between states, corresponding to Figures 8A, S9A.

How the deposited data were processed for this re-analysis (not part of the article)

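Dataset 1 was analysed from the files the authors deposited: UMI counts of 4 libraries (w1, w2, w4 and w8, each a pool of 4 mice) and a table of log2 expression with the library, cluster and pseudo-time of each nucleus. The authors counted UMIs with STARsolo on GRCm38 over exons and introns, and the count files hold whole numbers for 45706 features. The values of the table are log2 of counts over scran size factors with 1 added. Of its 13353 genes, 12205 had the symbol and the counts of a feature, 1143 were matched by their counts alone and 5 could not be matched. Gene positions were taken from GENCODE release M21. No file of dataset 2 was available, so nothing is reported on it, and gene ontology terms, regulons and in situ images were not analysed.

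The nuclei used were the 14367 of the authors' table and the clusters were theirs. The library depth after this filter lay between 13227971 and 28595331 UMIs. A share of nuclei has an exact Clopper-Pearson interval and a level in UMIs over all UMIs of the same nuclei, scaled as counts per 1e6 (CPM), an exact Poisson interval, both at 95%, and a count of 0 is given the limit of 3 counts. They cover counting error only, as each week is 1 pool and no test between weeks was made.

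UMI counts were summed per library and cluster. The 29 sums of trajectory clusters and astrocytes with at least 10 nuclei (pericytes, oligodendrocytes and oligodendrocyte precursor cells were left out, as no comparison used them) entered 1 fit with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest), with cluster and library as terms and 16 residual degrees of freedom. The common dispersion was 0.0142 and 13513 genes were tested. A gene was called changed at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05. Pools hold several animals, so the spread between sums is not the spread between animals. In data simulated with 200 changed genes per comparison, between 87 (astrocytes to RGL) and 179 (GCimm1 to GCimm2) were recovered, with 3 to 25 false calls. All simulated changes were well above the fold change of 1.5, so recovery near that threshold was not tested. Fewer genes were changed than any comparison of the fit called. The genes named are every gene that the Results text names in a sentence on dataset 1 and, for each comparison, the 3 largest increases and the 3 largest decreases among the genes past the thresholds, with the same direction in every library that holds both clusters and at least 50 UMIs. This rule was fixed before the counts were read, although the paper's tables and figures had been seen.

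The plan for the pseudo-time was a diffusion pseudo-time, but the authors' own values are in the deposited table and were used instead. The diffusion pseudo-time was kept as an alternative. The density was a Gaussian kernel of bandwidth 0.5 on 2001 points, and a minimum below 50% of the lower neighbouring peak was called a valley. Sex was called for each nucleus by more UMIs of Ddx3y, Uty and Eif2s3y than of Xist and Tsix, or the reverse. Own clusters were Louvain communities (resolution 1) of a mutual nearest-neighbour graph with 40 neighbours. It used Pearson correlation over 20 principal components of 3000 variable genes without the reported ones. Values were the authors' log2 expression, or log2 of depth-scaled counts for all barcodes and for thinned nuclei. Each community took the name of the deposited cluster that held most of its nuclei, in place of the planned naming by marker lists. Nuclei without a deposited cluster did not count for the name, and several communities could share a name.

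Before the counts were read, 54 alternatives were listed: other nuclei, graphs, resolutions, numbers of components and depths for the clusters, and for the tests no library term, DESeq2 1.42.0, RLE factors, no filter on low counts, other minimum numbers of nuclei, other fold changes, the difference of mean log2 expression per nucleus, thinning to 2000 UMIs per nucleus (141 nuclei were shallower) and each library left out. After results had been seen 9 were added, among them sums of male or of female nuclei alone and that difference over pooled nuclei. All predictions for the tests of technical and biological explanations were set down after the results were seen. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, igraph 0.11.9 and leidenalg 0.10.2, and R 4.3.3 with limma 3.58.1.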

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

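All tests weighed in this part were chosen, and what each would show was set down, only after the results were seen. Each pattern is tested here on the same data that showed it. The paper does not report the sex of NB2 nuclei or expression in the nuclei it left out, apart from the sex of those it removed from w4.

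Nuclei of NB2 came almost wholly from 1 sex in w1 and w2. Of NB2 nuclei with a sex call, 0.490% were female in w1 and 90.8% in w2, and in w4 all 12 calls were male. GCimm1 of w1 was one-sided too, with 3.92% female. NB1 of w1 was not, with 45.5% female, which argues against free RNA, since both clusters share the suspension. Shallow nuclei do not account for it, as NB2 nuclei of w1 with at least 3 UMIs of these genes were 1.03% female. Pairs of nuclei in 1 droplet would mix the sexes, so the 1.61% of NB2 nuclei of w1 with UMIs of both, against 1.47% in NB1, decides nothing. A cluster of 1 sex is excluded by the 90.8% of w2. If male and female animals passed through the stage at the same rate, NB2 nuclei per NB1 nucleus would be alike in both sexes of a library. In w2 the ratio was 0.0428 in male and 0.220 in female nuclei. The direction was the opposite in w1, with 0.572 in male and 0.00337 in female nuclei, and in w4, with 0.4 and 0.

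Removal of nuclei by the study does not explain w1 and w2, where adding the left-out nuclei of own communities named NB2 gave 6.29% female in w1 and 88.4% in w2. In w4 it could account for the one-sided share, since 48 of the left-out nuclei under that name were female and the share with them was 70.0%. The name came from kept nuclei alone, so these 48 are not shown to be NB2. What stays open is that 1 or a few animals of each pool gave most NB2 nuclei. The GCimm1 share of 3.92% in w1 could come from this, but single animals carry no label, so it cannot be told apart from a difference between the sexes in timing. As each week is 1 pool, the drop of NB2 between w1 and w2 compares different animals by design, and the half-life was not tested.

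In w4, 953 left-out male nuclei fell into own communities named GCmat1 and differed from the kept GCmat1 nuclei of w4. They had 616 CPM of Tll1, 593 of Sorcs3, 374 of Acvr1c and 336 of Bdnf, against 6.10, 17.5, 37.2 and 94.8 in the kept nuclei. The paper removed 2 clusters of w4 nuclei, mostly male, that it considered possibly from 1 mouse, but which nuclei these were is not marked, so they are not known to be the same. The left-out nuclei were classed by own clusters and the kept ones by the deposited cluster. Own communities were named by their kept nuclei alone, and several can share a name. The left-out nuclei are thus not shown to be GCmat1, nor to share a community with kept ones. Under that name were 109 kept nuclei of w4, 79 of them deposited as GCmat1. Against these 109 the levels were 32.5, 96.5, 103 and 165, which leaves a smaller difference. Depth does not explain this, as 101 genes were at least 4-fold higher and 85 at least 4-fold lower at a like depth (medians 9539 and 8613 UMIs), or 67 higher and 43 lower against the 109. A general difference of male from female nuclei is argued against by Spearman's rho of 0.0947 across genes with male over female GCmat1 nuclei of w8, and the ventral signature by a rho of -0.0176 with the w8 nuclei lacking a pseudo-time. Nuclei of another cell type are not excluded by Prox1, which differed by a log2 value of -0.065, or 0.22 against the 109. Prox1 was also read in oligodendrocytes, RGL and NPC and was higher in NB1 than in GCmat1, so it need not fall. Rbfox3 differed by a log2 value of -0.27 from the kept GCmat1 nuclei of w4.

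The expression program of GCmat2 was set against these nuclei. Of the genes called between GCmat1 and GCmat2, 77.7% differed the same way in the left-out nuclei, but the kept GCmat1 nuclei of w4 enter both sides of that comparison. With GCmat2 and GCmat1 of w8 alone, which share no nuclei with it, 70.0% of 1061 genes did (Spearman's rho 0.272 across all genes), and 61.9% of the genes higher in GCmat2 were higher, against 32.4% of the other genes, while 76.2% of the lower ones were lower, against 67.6%. Against the 109 kept nuclei under the GCmat1 name 61.6% of 911 genes did (rho 0.153). There 56.3% of the higher genes were higher, against 36.4% of the other genes, but 65.9% of the lower ones were lower, against 63.6%. So the program may be part of the difference, but as its size depends on the nuclei compared, it cannot be told apart from a difference in how the nuclei were classed. Of the genes at least 4-fold higher in the left-out nuclei, 44 of the 93 tested were higher in GCmat2 and 5 lower. These genes were chosen for the pattern, so this count decides nothing. Prlr was read at 303 CPM in the left-out nuclei and at 6.63 in GCmat2 of w4. Whether 1 animal of the pool gave the left-out nuclei also stays open, with 81.5% of those under the GCmat1 name male.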

How the results depend on the processing

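The main settings, except the pseudo-time, and 54 alternatives were chosen before the data were examined. The pseudo-time planned as the main one was a diffusion pseudo-time, and the deposited values replaced it once they had been seen. After results had been seen 9 were added. They were male nuclei only, female nuclei only, the difference of mean log2 expression over all nuclei and own clusters without the reported genes (for the tests and for the shares). The others were NB1 and NB2 together, the authors' features, kept nuclei with the same own-cluster name as the left-out ones and the diffusion pseudo-time on 20 components. Where a value below differs from the main one the cause was not tested unless it is named.

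Of 204 values of named genes, 183 were past the thresholds, and 94 kept their label under every alternative. Over all alternatives 3799 values kept direction and side, 212 were weaker, 29 stronger and 21 reversed. The difference of mean log2 expression per nucleus weakened most, 65 of 191, by its own construction.

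On the scale of mean log2 expression per nucleus the changed genes were 302 for RGL to NPC, 260 for NPC to NB1, 34 for NB1 to NB2, 111 for NB1 to GCimm1, 113 for GCimm1 to GCimm2, 255 for GCimm2 to GCyoung, 26 for GCyoung to GCmat1, 145 for GCmat1 to GCmat2 and 243 for astrocytes to RGL, and over all nuclei 302, 256, 42, 121, 131, 255, 37, 141 and 245. Nuclei thinned to 1 depth gave 2619 for RGL to NPC, 290 for GCyoung to GCmat1, 474 for GCmat1 to GCmat2 and 807 for astrocytes to RGL. A fold change of at least 2 gave 1089 for NB1 to GCimm1, 752 for GCimm1 to GCimm2 and 1655 for GCimm2 to GCyoung. Male nuclei gave 213 for NB1 to NB2, 1041 for NB1 to GCimm1, 568 for GCimm1 to GCimm2, 1416 for GCimm2 to GCyoung, 213 for GCyoung to GCmat1, 421 for GCmat1 to GCmat2 and 367 for astrocytes to RGL. Female nuclei gave 2019 for RGL to NPC, 2401 for NPC to NB1, 61 for NB1 to NB2, 267 for GCyoung to GCmat1 and 405 for GCmat1 to GCmat2. Astrocytes had 1 sum of male nuclei, NB2 had 1 sum of female nuclei and GCmat2 had 1 sum in each sex. DESeq2 gave 194 for NB1 to NB2, 813 for GCimm1 to GCimm2 and 229 for GCyoung to GCmat1. For NB1 to NB2 a fit without the library term gave 189 and own clusters with the reported genes kept in 726, and own clusters without them gave 314 for GCyoung to GCmat1.

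With 1 library left out at a time, changed genes ranged from 2730 to 4025 for RGL to NPC, 2550 to 4063 for NPC to NB1, 102 to 431 for NB1 to NB2, 780 to 1751 for NB1 to GCimm1, 410 to 1286 for GCimm1 to GCimm2, 487 to 2618 for GCimm2 to GCyoung, 216 to 539 for GCyoung to GCmat1, 412 to 1126 for GCmat1 to GCmat2 and 813 to 1453 for astrocytes to RGL. The lowest counts came without w1 for RGL to NPC, NPC to NB1, NB1 to NB2 and astrocytes to RGL, without w2 for NB1 to GCimm1 and GCimm1 to GCimm2, without w4 for GCimm2 to GCyoung and GCyoung to GCmat1, and without w8 for GCmat1 to GCmat2. Further shifts past 1.5 times were 248 for NB1 to NB2 and 818 for astrocytes to RGL without w2, 567 for GCmat1 to GCmat2 without w4 and 219 for GCyoung to GCmat1 without w8. Where a library that holds the clusters is left out, fewer sums are compared. Syt1 from GCimm1 to GCimm2 ranged from -0.14 to 0.23, Nrxn3 from NB1 to NB2 from -0.11 to 0.39 and Meg3 from GCyoung to GCmat1 from -0.61 to 0.12. Families higher in GCyoung than in GCimm2 numbered 6 to 7, and those that differ less at the next step 6 throughout.

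These log2 changes of named genes reversed. Gfap from astrocytes to RGL was 1.32 in male nuclei (adjusted p = 0.60), where astrocytes had 1 sum of 11 nuclei. Unc5d from NB1 to NB2 was -1.31 in own clusters with the reported genes kept in, -0.29 at Louvain resolution 2 and -0.54 without the reported genes. Nrxn3 at that step was -0.00104 in a fit of only these classes and -0.44 in female nuclei, and Tspan18 was 0.57 in own clusters with the reported genes kept in. Dlx6os1 from NB1 to GCimm1 was 0.67 in the same clusters, 1.25 at resolution 2 and 0.83 without the reported genes. From GCyoung to GCmat1 Slc17a7 was -0.0409 without the library term, -0.0136 in a fit of only these classes, -0.11 in male nuclei and -0.000164 per nucleus, and in own clusters without the reported genes Slc12a5 was -0.0308 and Camk2a -0.00697.

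The share of NB1 in w1, 52.0% with the deposited clusters, was 49.8% in own clusters without the reported genes, 63.0% at resolution 0.5, 56.6% at resolution 2, 43.0% with the reported genes kept in, 55.7% with 1500 variable genes, 78.8% with 10 components, 38.9% with 40, 42.3% without doublets called by Scrublet and 70.0% after thinning. Scrublet called 4 nuclei, none in w1 or w2, so the values without doublets show what a rerun of the communities alone can do, and over 10 random seeds this share ranged from 39.7 to 72.6%. The share of NB2 in w1 was 14.1%, 0%, 14.2%, 15.8% (1500 genes), 0% (10 components), 15.7% (40), 14.8% (doublets out) and 0% (thinned). GCimm1 in w2 was 52.2%, 61.0%, 41.3%, 49.4% (Leiden), 52.5% (genes kept in), 34.5% (1500 genes), 33.3% (10 components), 53.1% (40), 62.8% (doublets out) and 30.3% (thinned). GCyoung in w4 was 58.9%, 63.3%, 55.6%, 60.0% (Leiden), 43.3% (genes kept in), 60.9% (1500 genes), 47.7% (10 components), 70.5% (40), 43.2% (all barcodes passing the filters), 43.2% (doublets out) and 30.8% (thinned). GCmat1 in w8 was 80.6%, 80.5%, 83.7%, 81.9% (Leiden), 81.9% (1500 genes), 80.2% (10 components), 80.3% (40), 77.5% (all barcodes) and 87.8% (thinned). In each list the first 3 values are own clusters without the reported genes, resolution 0.5 and resolution 2.

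Median features per nucleus were 2470 over barcodes passing the filters, 2466 over all barcodes and 2210 over the features of the authors' table. By the median over genes, families higher in GCyoung than in GCimm2 numbered 4 and those that differ less afterwards 4, and by log2 CPM of the sums the first number was 1. GCyoung minus GCimm2 reversed by the sums for Ca2+ channels (-0.299), K+ channels (-0.0994), Na+ channels (-0.0343), glutamate receptors (-0.164) and presynaptic genes (-0.398), and by the median for Na+ channels (-0.0400) and glutamate receptors (-0.00364). GCmat1 minus GCyoung reversed for glutamate receptors (-0.126 by the median) and postsynaptic genes (0.00669 by the median, 0.0720 by the sums). Immature markers in w1 over w8 were 33.3 in the neuronal lineage and 14.9 per nucleus, and mature markers in w8 over w1 were 14.6 over all barcodes, 15.9 in the neuronal lineage and 34.0 per nucleus. Peaks of density numbered 4 with the bandwidth halved and 1 with 10 components. Male nuclei were 67.5% of those left out of w4 by Xist against 4 male genes and 60.3% with at least 3 UMIs, and 9.35% of those kept with at least 3 UMIs.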

Differences from the paper's values

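The paper removed 383 nuclei of GCmat1 from the pseudo-time, and 220 of the deposited GCmat1 nuclei lack a value. No alternative was planned for this count and the cause was not tested. The paper's median of 2994 genes per nucleus is above the 2440 features found here, within 1.5 times of it, and no alternative came nearer than 2470.

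The paper's values for genes that changed are smaller than those of the fit. For RGL to NPC its text gives 200 genes switched off, against 2142 lower genes here, and for NB1 to NB2 it gives 50 additional transcripts, against 244 higher genes. Table S3 of the paper has 96 higher and 206 lower genes for RGL to NPC (fit: 1850 and 2142), 142 and 114 for NPC to NB1 (1986 and 1978), 37 and 5 for NB1 to NB2 (244 and 153), 100 and 21 for NB1 to GCimm1 (1049 and 642), 120 and 11 for GCimm1 to GCimm2 (881 and 393), 179 and 76 for GCimm2 to GCyoung (1253 and 1300), 31 and 6 for GCyoung to GCmat1 (216 and 304), 59 and 82 for GCmat1 to GCmat2 (407 and 579) and 85 and 160 for astrocytes to RGL (644 and 651).

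Of the alternatives set before the data were examined, the difference of mean log2 expression per nucleus, averaged over libraries, came within 1.5 times of every count of Table S3 but the lower genes of NB1 to NB2 (3 against the paper's 5), and of the 200 genes of the text (205). For the 50 transcripts of NB1 to NB2 the one such alternative within that range left out w1 (75). The other alternatives set beforehand stayed further away for all of these counts. The same difference over pooled nuclei, which was added after seeing the values, gave each count of Table S3 exactly and dropped none of its genes whose symbols could be matched (294 of 302 for RGL to NPC). Female nuclei alone, also chosen after seeing the values, gave 48 higher genes for NB1 to NB2, and male nuclei alone 192 lower genes for astrocytes to RGL, but NB2 and astrocytes then had 1 sum each. The paper's test took nuclei as replicates and the fit took sums per library.

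Several statements of the paper were set beside the fit in direction or rank, and not all of them differ. The paper ranks the first transitions highest by changed genes, above all by transcript shutdown. The fit gave the same rank, with 2142 lower genes from RGL to NPC, 1978 from NPC to NB1 and 1300 from GCimm2 to GCyoung. As a share of the changed genes, 53.7% were lower from RGL to NPC but 49.9% from NPC to NB1. At the second step the paper's Table S3 also has more genes higher than lower. These shares depended on scaling, as RLE factors gave 52.7 and 57.7% and DESeq2 48.6 and 59.9%. For NB1 to NB2 the paper describes next to no loss of expression, and 38.5% of the changed genes of the fit were lower, although the per-nucleus scale left 3. Gfap, which the paper uses as a marker of RGL, was lower there than in astrocytes (log2 change -0.77, adjusted p = 0.047 from the edgeR test). The paper also describes Gfap as shared with astrocytes and gives no order, so this is not a difference in direction. Hopx was higher in RGL (2.59). Gabrg3 fell from NPC to NB1 (-0.95). Pcdh7 (0.35) and Nrxn3 (0.08) did not pass the thresholds from NB1 to NB2, though Nrxn3 did in own clusters (1.89 with the reported genes kept in, 1.44 at resolution 2 and 1.52 with them left out, the last chosen after seeing the values). Unc5d fell from NB1 to GCimm1 (-4.90). Calb2, which the paper has shut down from GCimm1 on, fell by -0.52 from NB1 to GCimm1 and by -1.89 to GCimm2, and in GCimm1 the first fall passed the thresholds in own clusters with the reported genes kept in (-1.05). Meg3 was not past the thresholds from GCyoung to GCmat1 (-0.25), but was in a fit of only these classes (-0.64). Bdnf, which the paper gives to GCmat2 alone, was read at a mean of 102 CPM in GCyoung, 89.0 in GCmat1 and 217 in GCmat2. The Bdnf mean of GCmat1 also takes in w1, where that cluster had 17 nuclei and the others had none. Dcx, one of the immature markers the paper has off in GCmat1, had a mean of 36.8 CPM there against 459 in NB1. Astrocytes, described as similar in size over time, had no nucleus in w8. The paper counts 4 peaks of pseudo-time density, and over all nuclei of dataset 1 together 3 were separated by valleys below 50%, or 4 with the bandwidth halved. By cohort, w1 and w8 had 3, w4 had 4 and w2 had 5. Above 22.9 lay only 0.608% of w1 and 0.387% of w2 nuclei, so the last peaks of these cohorts rest on few nuclei. The middle peak of w8 does too, with 1.03% of its nuclei between 5.28 and 22.9. NB2, which the paper describes as dropping faster than NB1 from w1 to w2, did so over all nuclei and in male nuclei, while in female nuclei its ratio to NB1 rose from 0.00337 to 0.220.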

Other observations

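All tests in this part were chosen, and what each would show was set down, only after the results were seen.

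For comparisons with at least 3 sums per cluster, the sums were regrouped in every way that keeps the sizes of the groups, across libraries, and refitted. For RGL to NPC the real assignment gave the most changed genes of 35, so 1 of 35 reached 3992 and the largest other count was 2781. For astrocytes to RGL it was again 1 of 35, with 782 the largest other. For NPC to NB1, NB1 to NB2, NB1 to GCimm1 and GCimm1 to GCimm2 it was 1 of 10, which is too few to decide, with 1084, 188, 595 and 387 as the largest others. The clusters of a pair share libraries, which regrouping across libraries ignores. Swaps within libraries are fewer and were not made, so 1 of 35 does not decide either.

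The number of changed genes exceeded that of the paper's Table S3 in every comparison, 16672 in all over the 9 comparisons. If the scale of the fold change were the cause, the difference of mean log2 expression over pooled nuclei, whose values match the table, would give its counts, and it gave 1530 genes, as many as the table lists. The paper does not define its fold change. This difference averages the log of each nucleus, which shrinks the change of genes read in few nuclei.

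Transcription factors that the paper reports from dataset 2 had the following levels in dataset 1, in CPM. Etv4 was read at 64.1 in RGL and 5.47 in NPC, Etv5 at 53.0 and 20.8, Hes5 at 85.6 and 17.5 and Gli1 at 41.1 and 13.1. Astrocytes had more than RGL of Etv4 (125), Etv5 (131) and Hes5 (107). Sox6 was read at 1280 in RGL, 1113 in NPC and 121 in NB1. Tbr1 was at 36.4 in NB1 and 5.66 in GCyoung, and Klf12 at 643 and 159. Runx2 went from 41.3 in GCimm2 to 126 in GCyoung, Mkx from 25.3 to 139 and Atf6 from 109 to 172. Foxo1 was read at 266 in RGL, 54.7 in NPC and 101 in GCyoung, and Glis3 at 703, 148 and 201.

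Of the marker lists not given above, the list for GCyoung and GCmat1 together had 7 of 13 genes highest in GCmat2 and 3 in GCmat1. Genes of the lists for endothelial cells, microglia, interneurons and mossy or pyramidal cells were spread over clusters, with at most 3 highest in any of them.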
